# Poly(U) polymerase activity in *Caenorhabditis elegans* regulates abundance and tailing of sRNA and mRNA

**DOI:** 10.1093/genetics/iyae120

**Published:** 2024-07-28

**Authors:** Leanne H Kelley, Ian V Caldas, Matthew T Sullenberger, Kevin E Yongblah, Adnan M Niazi, Anoop Iyer, Yini Li, Patrick Minty Tran, Eivind Valen, Yasir H Ahmed-Braimah, Eleanor M Maine

**Keywords:** *Caenorhabditis elegans*, uridylation, 3′ tailing, small RNA, poly(U) polymerase

## Abstract

Terminal nucleotidyltransferases add nucleotides to the 3′ end of RNA to modify their stability and function. In *Caenorhabditis elegans*, the terminal uridyltransferases/poly(U) polymerases PUP-1 (aka CID-1, CDE-1), PUP-2, and PUP-3 affect germline identity, survival, and development. Here, we identify small RNA (sRNA) and mRNA targets of these PUPs and of a fourth predicted poly(U) polymerase, F43E2.1/PUP-4. Using genetic and RNA sequencing approaches, we identify RNA targets of each PUP and the U-tail frequency and length of those targets. At the whole organism level, PUP-1 is responsible for most sRNA U-tailing, and other PUPs contribute to modifying discrete subsets of sRNAs. Moreover, the expression of PUP-2, PUP-3, and especially PUP-4 limits uridylation on some sRNAs. The relationship between uridylation status and sRNA abundance suggests that U-tailing can have a negative or positive effect on abundance depending on context. sRNAs modified by PUP activity primarily target mRNAs that are ubiquitously expressed or most highly expressed in the germline. mRNA data obtained with a Nanopore-based method reveal that the addition of U-tails to nonadenylated mRNA is substantially reduced in the absence of PUP-3. Overall, this work identifies PUP RNA targets, defines the effect of uridylation loss on RNA abundance, and reveals the complexity of PUP regulation in *C. elegans* development.

## Introduction

Numerous posttranscriptional mechanisms regulate mRNA stability and function, including covalent modifications, such as phosphorylation, methylation, ubiquitination, nucleobase modifications, mRNA 5′ capping, and 3′ tailing, as well as RNA interference (RNAi)-related mechanisms. In RNAi, small RNAs (sRNAs) associate with an Argonaute effector protein to form RNA-induced silencing complexes (RISCs) and target mRNAs by sequence complementarity to silence or, in some cases, promote their activity (Billi *et al.* 2014). The best studied classes of sRNAs in the context of RNAi-related mechanisms are short interfering (si) RNAs, micro (mi) RNAs, and PIWI (pi) RNAs. While sRNAs function in posttranscriptional regulation of mRNAs, they themselves can also be posttranscriptionally modified, e.g. by the addition of 3′ nontemplated nucleotide tails (De Almeida *et al*. 2018).

3′ tailing is a common phenomenon whose function and regulation are well understood in some contexts and poorly understood in others. One class of 3′ modification, uridylation, is accomplished by a family of terminal nucleotidyltransferases (TENTs) called poly(U) polymerases or terminal uridyltransferases (PUPs, TUTases) (reviewed by Scheer *et al.* 2016; De Almeida *et al.* 2018; Warkocki *et al.* 2018). PUPs/TUTases are conserved across eukaryotes, including algae, protozoa, yeast, plants, flies, nematodes, and vertebrates (Liudkovska and Dziembowski 2021).

Uridylation is classically described as negatively regulating mRNA stability; the U-tail in these cases is often added 3′ to a poly(A) tail and typically contains fewer than 5 nucleotides (Rissland *et al*. 2007; Rissland and Norbury 2009; Schmidt *et al.* 2010; Lim *et al.* 2014; Lackey *et al.* 2016; Morgan *et al.* 2017; Chang *et al.* 2018; Lipińska-Zubrycka *et al.* 2023). In vertebrates, fission yeast, and *Arabidopsis*, uridylation of polyadenylated mRNAs triggers the recruitment of conserved 3′–5′ exonucleases, such as Dis3L2, or 5′–3′ exonucleases, such as Lsm1-7 (Rissland and Norbury 2009; Scheer *et al.* 2021; Wu *et al.* 2023). Uridylation of histone mRNAs, which lack polyadenylation, has also been described and linked to degradation (Mullen and Marzluff 2008; Lackey *et al.* 2016). In addition, mRNA cleavage products produced by miRNA-mediated RISC activity are reportedly uridylated (Shen and Goodman 2004). Interestingly, uridylation can protect mRNA from 3′–5′ degradation in some cases and ensure that 5′–3′ degradation occurs instead (Sement *et al*. 2013; Scheer *et al.* 2021).

As is the case for mRNA, 3′ uridylation of miRNA and siRNA has also been implicated in promoting turnover (Li *et al.* 2005; Lehrbach *et al.* 2009; van Wolfswinkel *et al.* 2009; Ibrahim *et al.* 2010; Kim *et al.* 2015; see Liudkovska and Dziembowski 2021) and, in at least some cases, U-tailed miRNAs are degraded by Dis3L2 exonuclease (Chang *et al*. 2013; Faehnle *et al.* 2014; Reimão-Pinto *et al.* 2015, 2016; Yang *et al.* 2020). In *Caenorhabditis elegans*, increased abundance of (at least some) CSR-1 class siRNAs has been observed in the absence of PUP-1 (van Wolfswinkel *et al.* 2009; Xu *et al.* 2018). However, U-tailing is not a global mechanism for miRNA decay in *C. elegans* or human cells (Vieux *et al.* 2021; Yang *et al.* 2022). Notably, Yang *et al*. (2022) found that U-tailing correlates with increased abundance of some miRNAs in HEK293T cells, a result they interpret to mean the uridylation positively regulates abundance of those miRNAs. In addition, 3′ uridylation can regulate sRNA biogenesis and activity by altering miRNA target specificity (Yang *et al.* 2019, 2022), regulating which arm is selected for miRNA maturation (Kim *et al.* 2020), limiting production of siRNAs from deadenylated mRNAs (Scheer *et al.* 2021), and preferentially routing siRNAs to specific Argonaute protein(s) (de Albuquerque *et al.* 2015; Xu *et al.* 2018).

PUPs/TUTases are critical for development, particularly in the vertebrate and invertebrate germline during gamete formation and in the early embryo (Thornton *et al.* 2014; Morgan *et al.* 2017, 2019; Spracklin *et al.* 2017; Chang *et al.* 2018; Li and Maine 2018; Li *et al.* 2021). Uridylation has been shown to promote widespread turnover of mRNAs during specific developmental windows, e.g. during oocyte maturation (Morgan *et al.* 2017; Wu *et al.* 2023), during spermatogenesis (Morgan *et al.* 2019), and in the early embryo to remove maternal mRNA and facilitate the transition to embryonic gene expression (Chang *et al.* 2018; Zhao *et al.* 2022). In plants, uridylation promotes development by limiting inappropriate sRNA production to allow correct expression of an essential photosynthesis regulator (Wang *et al.* 2022).

*Caenorhabditis elegans* PUP-encoding genes, *pup-1* (aka *cid-1*, *cde-1*), *pup-2*, and *pup-3*, promote germline and early embryonic development (Li and Maine 2018; Li *et al.* 2021). Loss of *pup-1* function reduces U-tailing of miRNAs and siRNAs (van Wolfswinkel *et al.* 2009; Vieux *et al.* 2021) as well as viral transcripts produced upon Orsay virus infection (Le Pen *et al.* 2018). We hypothesize that *pup* developmental defects, which are exacerbated at high culture temperatures, arise due to inappropriate gene expression resulting from reduced U-tailing of sRNA and mRNA. Here, we used Illumina sRNA-seq and Oxford Nanopore Technologies (ONT) direct cDNA sequencing (Nano3P-seq; Begik *et al.* 2023) to identify sRNAs and mRNAs that are U-tailed by 1 or more PUP. We included PUP-1, PUP-2, PUP-3, and a fourth gene, F43E2.1, with PUP activity in a heterologous system (Preston *et al.* 2019) in our analyses. We show that F43E2.1 protein is expressed in both germline and soma, and expression promotes aspects of germline development. Given its role in U-tailing certain RNAs, as well as the Preston *et al.* (2019) findings, we refer to *F43E2.1* as *pup-4*. PUP-1 is primarily responsible for uridylating siRNAs, miRNAs, and piRNAs, whereas PUP-2, PUP-3, and PUP-4 uridylate distinct subsets of those sRNAs. Moreover, uridylation frequency of certain sRNAs increases in the absence of PUP-2, PUP-3, and especially PUP-4, suggesting these enzymes may interfere with PUP-1 activity. For mRNA, we observe reduced U-tailing of nonadenylated mRNAs in the absence of PUP-3. Our data suggest that uridylation can positively and negatively regulate sRNA and mRNA abundance, depending on context. Overall, this work establishes the global molecular consequences of uridylation loss and sets the stage for future work on uridylation's specific functions in *C. elegans* development.

## Materials and methods

### *Caenorhabditis elegans* strains and culture

Nematodes were cultured using standard methods (Epstein and Shakes 1995). We used the following mutations: linkage group (LG) I: *pup-3(tm5089), omIs10[3xflag::pup-3]*; LGII: *pup-4(om140)*, *pup-4(om141)*, *omIs12[pup-4::3xflag]*; LGIII: *pup-1(tm1021)*, *pup-2(tm4344)*, *pup-1/-2(om129)*, *omIs7[pup-2::3xflag]*, *omIs8[pup-1::3xmyc]* (Li and Maine 2018), *glp-1(q231ts)*. *glp-1(q231)* was maintained over the balancer chromosome *hT2 [bli-4(e937) let-?(q272) qIs48]*. *pup-1/-2(om129)*, *pup-1(tm1021)*, and *pup-2(tm4344)* were maintained over the balancer chromosome *qC1[dpy-19(e1259ts) glp-1(q339) nIs189[myo-2::gfp]]* (abbreviated *qC1gfp* below). We used co-CRISPR-Cas9 gene editing to isolate *pup-4(om140)* and *pup-4(om141)* deletion alleles and generate *omIs12[pup-4::3xflag]* (Arribere *et al.* 2014; Paix *et al.* 2014) (see Supplementary Fig. 1). *dpy-10* and *pup-4* genome edits were simultaneously induced; visible *dpy-10* mutants were recovered and screened for a *pup-4* edit via DNA amplification; candidate edits were confirmed by DNA sequencing. The *dpy-10* mutation was either repaired to wild type using CRISPR or removed by recombination; strains were backcrossed to wild type at least 4 times prior to use. Strains used in this study are listed in Supplementary Table 1.

### sRNA sequencing and bioinformatic analysis

Strains were grown in parallel at 22°C, and F2 generation individuals were harvested. For strains carrying the *qC1gfp* balancer, we passaged F1 *pup* M+Z- individuals and harvested their F2 *pup* M-Z- offspring as 1-day old adults. “-” indicates the absence of the functional gene product; M and Z indicate maternally contributed and zygotically generated gene products, respectively. RNA was isolated from whole animals using the TRIzol (Invitrogen) method. sRNA libraries were constructed and sequenced at the Biotechnology Resource Center (BRC) Genomics Facility (RRID: SCR_021727) at the Cornell University Institute of Biotechnology. Prior to library construction, low molecular RNA was column purified and treated with RNA 5′ polyphosphatase (Epicentre) to convert triphosphate to monophosphate. Libraries were generated using the NEBNext Small Library Prep Kit; 75 bp, single-ended reads were sequenced to a minimum depth of 10M on an Illumina MiSeq. We generated 6 independent replicates for wild-type samples and 3 independent replicates for mutant samples.

For bioinformatic analysis, 3′ adapters were trimmed, and 15–26-nt-long reads with a 3′ quality cutoff of 20 were retained (Andrews 2010; Martin 2011) and mapped to the *C. elegans* WS284 reference genome. sRNAs and their 3′ nontemplated tails were identified with our smalldisco pipeline (Caldas *et al.* 2023; github.com/ianvcaldas/smalldisco). In brief, using the *C. elegans* WS272 canonical gene set GTF, miRNAs and piRNAs were selected from the ninth column (gene_biotype) and converted into BED files using BEDOPS’ *gtf2bed* (RRID:SCR_012865) (Neph *et al.* 2012). Using the tail command, 3′ tails on miRNAs and piRNAs were identified by implementing both the sense and antisense read parameters (Chou *et al.* 2015). We defined siRNAs by the gene to which they map antisense; the sirna mode was used to identify reads that mapped antisense to CDS regions. All siRNA reads mapping to exons of a single gene were grouped together and referred to as a single siRNA species, labeled by the gene ID. This list of siRNAs was used as input to identify 3′ tails using the antisense-only parameter (see Supplementary File 1).

U-tail frequency is defined as the number of U-tailed reads summed across replicates divided by the number of total reads summed across replicates, resulting in a proportion of uridylation activity for each sRNA (Supplementary Fig. 2). sRNAs with tails of any length containing a single nucleotide type were collapsed into one tail type group, i.e. A-tails, C-tails, G-tails, or U-tails of varying lengths. Tail types containing a mix of different nucleotides (e.g. UG) were categorized as “other.” The log_2_FC of uridylation frequency for mutant vs wild-type comparisons was calculated by taking the log_2_ of (uridylation frequency in mutant/uridylation frequency in wild type). There was little variation in proportion across replicates of any given genotype. Of note, the values used to calculate tailing were raw reads and not CPM because uridylation frequency is quantified as a proportion of the total reads.

To investigate U-tail proportions rather than read counts, conventional differential expression (abundance) workflows were not appropriate. Instead, as additional criteria to select the most meaningful data points, we implemented 2 strategies: (1) an abundance cutoff filter to select sRNAs with a robust number of counts and (2) a stringent overlap filter based on uridylation frequencies in mutants vs wild type. For the abundance cutoff, we selected sRNAs with a minimum count of 50 CPM in a worthwhile number of samples using edgeR::filterByExpr() (RRID:SCR_012802) (Robinson *et al.* 2010); this retained 6,439 sRNAs with sufficient counts for uridylation analysis. 

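The authors deposited 1 count per sRNA and library, and the table lists 20150 sRNAs. With a minimum count of 50 and the genotypes as groups, filterByExpr kept 6439 of them over the 27 libraries. Without the groups it kept 4726. The lowest number came with a minimum of 50 CPM in at least 3 libraries, which kept 3389 sRNAs.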

The overlap filter determines if the range of values among 3 wild-type replicates overlaps with the range of values among 3 mutant replicates run in parallel (Supplementary Fig. 2). Here, we calculated the frequency of U-tails for each sRNA in each replicate. If the range of replicate values for an sRNA in wild type did not overlap with those in a mutant, then we considered that uridylation was meaningfully altered and included that sRNA in downstream analyses. The overlap filter was imposed with a custom script (conceptually demonstrated in Supplementary Fig. 2). Four thousand seven hundred and seventy-six sRNAs passed the overlap filter and were retained for further analysis; we refer to these sRNAs as high-confidence uridylation targets.

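With a minimum count of 10 and the genotypes as groups, filterByExpr kept 9645 sRNAs. They comprised 7184 siRNAs, 2302 piRNAs and 157 miRNAs, and the comparisons of abundance tested these sRNAs except where another filter, library set or thinning is named.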

For analyses pertaining to sRNA abundance (expression), the overlap filter was not imposed and sRNAs with a minimum count of 10 CPM were included. Libraries were normalized using EDASeq (RRID:SCR_006751) (Risso *et al.* 2011) and RUVSeq (RRID:SCR_006263) (with *k* = 6) (Risso *et al.* 2014), and differential abundance (DA) was assessed using edgeR (RRID:SCR_012802) (Robinson *et al.* 2010).

### Nano3P-seq, reagents, and data analysis

Animal staging was the same as for sRNA-seq experiments. mRNA 3′ tails were sequenced using Nano3P-seq, a Nanopore-based method that is a modification of direct cDNA-seq (Begik *et al.* 2023). To calibrate *tailfindr* to distinguish poly(U) and poly(A)+poly(U) from poly(A) sequences, we generated tail standards containing 3′ poly(U), poly(A), and poly(A)+poly(U) sequences of different lengths (Krause *et al.* 2019) (see Supplementary File 2 for tail standard synthesis protocol and Supplementary File 3 for tail standard sequences).

Total RNA was isolated using the TRIzol method; rRNA was depleted using RNase H as described (Duan *et al.* 2020), and samples were subjected to Nano3P-seq. Modifications to the Nano3P-seq protocol are detailed in Supplementary File 2. Briefly, an RNA–DNA hybrid oligo that can accommodate any 3′ nucleotide was used to prime reverse transcription with TGIRT-III (InGex or Lambowitz Lab, UT-Austin). The RNA strand was removed with RNase (Invitrogen, AM2286), and the remaining single-stranded cDNA was prepped for sequencing using the Nanopore Direct cDNA (SQK-DCS109) Kit. Replicates were barcoded (EXP-NBD104) and pooled. Seven runs were performed, each containing 4 (or, in one case, 2) pooled replicates, on a MinION using R9.4.1 flow cells (Supplementary File 3). FAST5 files were basecalled using *guppy_basecaller*, and sequence quality was assessed with NanoPlot (RRID:SCR_024128) (De Coster *et al.* 2018). To annotate reads, FASTQ files were demultiplexed with *guppy_barcoder* and mapped to the *C. elegans* transcriptome (RefSeq GCF_000002985.6) using Minimap2 (RRID:SCR_018550) (Li 2018). The *tailfindr* pipeline is described on GitHub under the polyu branch (https://github.com/adnaniazi/tailfindr/tree/polyu). The resulting count tables were used for analysis. The Nano3P-seq run summary is included in Supplementary File 3.

We selected transcripts with a minimum count of 10 CPM in a worthwhile number of samples using edgeR::filterByExpr() as having adequate representation in our data set; this process identified 1,337 mRNAs that we carried forward in downstream tailing analyses (RRID:SCR_012802) (Robinson *et al*. 2010). U-tail and A-tail frequencies were calculated with *tailfindr*. The same group of mRNAs was used in DA analyses. Raw counts of those mRNAs were normalized using RUVSeq with *k* = 6 (RRID:SCR_006263) (Risso *et al.* 2014) and analyzed with edgeR to identify differentially abundant mRNAs.

### Protein immunoblotting reagents and protocol

*pup-1/-2(om129)* and *glp-1(q231ts)* mutations were maintained over a balancer chromosome. Protein extracts were generated from synchronized populations of F2 generation (M-Z-) 1-day old (1d) mutants. For experiments eliminating the germline, all *glp-1(q231ts)* and control strains were grown in parallel. F2 L1 larvae of genotypes *pup-4::3xflag*, *pup-4::3xflag; pup-1/-2(om129)*, *pup-4::3xflag; glp-1(q231ts)*, and *pup-4::3xflag; glp-1(q231ts)pup-1/-2(om129)* were shifted from 15°C [permissive temperature for *glp-1(q231ts)*] to 25°C [restrictive temperature for *glp-1(q231ts)*] and harvested as 1d adults. *glp-1(q231ts)* adults were visually inspected to confirm they lacked germ cells prior to preparing protein extracts. For 22°C cultures, *pup-4::3xflag* and *pup-4::3xflag; pup-1/-2(om129)/qC1gfp* balanced heterozygotes were moved from 20 to 22°C; F1 (M+Z-) *pup-4::3xflag; pup-1/-2(om129)* hermaphrodites were picked to fresh plates, and a synchronized population of F2 (M-Z-) embryos was collected. F2 animals were harvested as 1d adults. To compare abundance of PUP-1, PUP-2, and PUP-3 in *pup-4(+)* vs *pup-4(om141)* backgrounds, strains were grown at 22°C for 2 generations, and synchronized populations of F2 (M-Z-) 1d adults were harvested. Gonads were dissected from adult hermaphrodites, and extracts were prepared as described (Guo *et al.* 2015).

Protein immunoblotting was performed as described (Li and Maine 2018). Proteins were resolved on a 10% polyacrylamide gel for PUP-4::3xFLAG analysis and on a 4–15% polyacrylamide gradient gel (Bio-Rad, #4561086) for PUP-1::3xMYC, 3xFLAG::PUP-2, and 3xFLAG::PUP-3 analyses. Antibodies and dilutions used were anti-FLAG (Sigma-Aldrich Cat# F1804, RRID:AB_262044, 1:1,000), anti-MYC (Thermo Fisher Scientific Cat# PA1-981, RRID:AB_325961, 1:1,000), anti-actin (DSHB Cat# jla20, RRID:AB_528068, 1:500 or 1:1,000), and anti-beta-tubulin (DSHB Cat# E7, RRID:AB_528499, 1:1,000). Immunolabeling was visualized using Pierce SuperSignal West Pico (PUP-1, PUP-2, and PUP-4) or Femto (PUP-3). Fiji (RRID:SCR_002285) software was used to quantify signal intensity (Schindelin *et al.* 2012). Background signal was subtracted from each PUP signal, which was then normalized to the loading control signal in the same lane. Values in each lane were then normalized to the average PUP value in the appropriate control strain carrying the epitope tag and wild-type alleles of *pup* and *glp-1* genes.

### DAPI staining and germline analysis

Intact animals were fixed with −20°C methanol, stained with DAPI, processed, and observed with a Zeiss Axioscope or Leica DM5500 as described (Li and Maine 2018). Nuclear morphology was used to identify mitotic and meiotic nuclei, including developing sperm and oocytes.

### Alignment and phylogenetic analysis

The top F43E3.1-related proteins were aligned, and neighbor-joining trees were built using Geneious software (www.geneious.com) (Kearse *et al*. 2012). Conserved domains were identified with programs available at NCBI. Intrinsically disordered regions were predicted using AlphaFold (https://alphafold.ebi.ac.uk/), DisoRDPbind (http://biomine.cs.vcu.edu/servers/DisoRDPbind/), and IUPred2a (https://iupred2a.elte.hu/).

### Statistical analysis summary

Statistical analyses and data visualization were performed using R Project for Statistical Computing (RRID:SCR_001905) and Jupyter Notebook (RRID:SCR_018315). To assess significant differences for protein quantifications, we used a Dunnett's test followed by a Tukey multiple comparisons test (Fig. 1a) or a 2-sided Student's *t*-test (Fig. 1b–d). At least 3 biological replicates were obtained. Differences in uridylation frequencies were determined by Kruskal–Wallis test followed by a Dunn's test with Bonferroni correction (Fig. 2). At least 3 biological replicates were obtained for each genotype in both sRNA-seq and Nano3P-seq experiments. For DA analysis, edgeR was used to identify significant differences with an arbitrary cutoff of fold change greater than 2 and false discovery rate (FDR) < 0.05 for sRNA data sets and a fold change of greater than 2 and FDR < 0.01 for mRNA data sets. Tissue enrichment was calculated using a tissue specificity index based on cummeRbund's csSpecificity function; *χ*^2^ tests and corrected *P*-values are reported. Gene Ontology (GO) analyses were performed using the WormBase Enrichment Tool with a *q*-value threshold of 0.1 and using all nonzero count sRNAs in our data set as the background genes (Angeles-Albores *et al.* 2016, 2018).

**Fig. 1.**
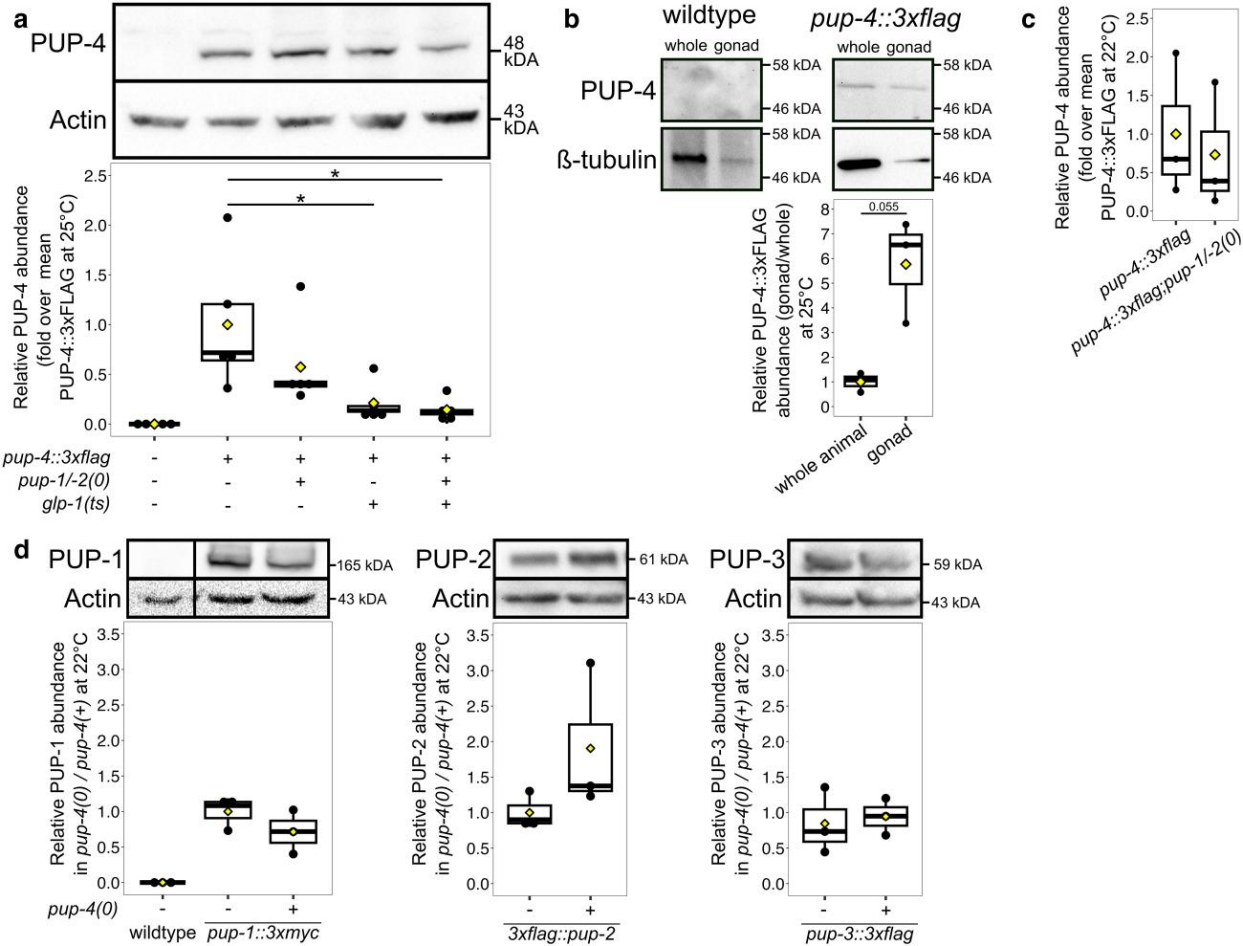
PUP-4 is expressed in germline and somatic tissues. a) Representative protein blot containing whole-protein extracts from adult hermaphrodites raised at 25°C (see *Materials and methods*). Blot was probed with anti-FLAG to visualize PUP-4::3xFLAG and anti-actin as a loading control. “+” indicates the listed allele is present in the strain. Quantification is shown for *n* = 5 biological replicates. Statistical significance was evaluated with a Dunnett's test followed by Tukey's multiple correction. *P < 0.05. PUP-4::3xFLAG signal in each strain was normalized to the average *pup-4::3xflag; pup-1/-2(+) glp-1(+)* control value. b) Representative protein blot containing extracts prepared from 25°C F2 adult hermaphrodites and dissected adult hermaphrodite gonads. Protein extract was prepared from 52 wild-type animals, 102 wild-type gonad arms, 92 *pup-4::3xflag* animals, and 193 *pup-4::3xflag* gonad arms. Blot was probed with anti-FLAG and reprobed with anti-beta-tubulin. Quantification is shown for *n* = 3 biological replicates; PUP-4::3xFLAG signal in gonads was normalized to the signal in *pup-4::3xflag* whole animals. Note that gonad tissue is primarily germline. c) Representative protein blot of extracts from adult hermaphrodites raised at 22°C. Quantification is shown for *n* = 3 biological replicates. d) Representative protein blots containing whole-protein extracts prepared from adult hermaphrodites of the genotype indicated raised at 22°C. “+” indicates the listed allele is present in the strain. *n* = 3 biological replicates of each blot. Wild-type and PUP-1 lanes are from the same blot. Statistical significance in b–d) was evaluated using a 2-sided Student's *t*-test. For all boxplots, box indicates the middle 50% of values, bar indicates the median, and diamond indicates the average.

**Fig. 2.**
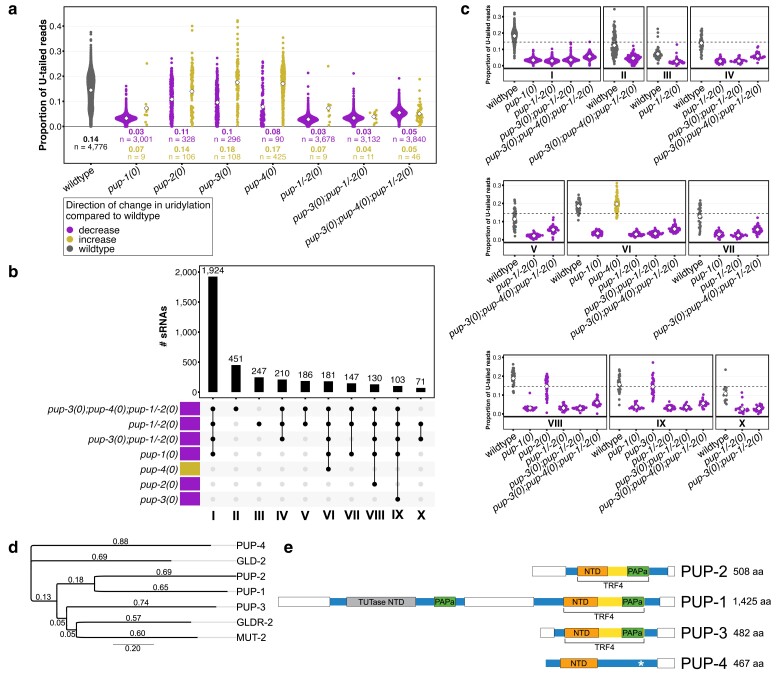
Altered sRNA U-tailing in *pup* mutants. a) Proportion of U-tailed reads for high-confidence uridylation targets in wild type and each *pup* mutant. sRNAs that pass both the abundance cutoff and overlap filter criteria (4,776) are included (see Supplementary Fig. 2). Each point represents an sRNA. Wild-type uridylation frequencies for all sRNAs are indicated; only high-confidence uridylation targets in each mutant strain (*n*) are shown. Diamond, average U-tail frequency for each group of sRNAs; value is listed below. b) UpSet plot (Lex *et al.* 2014) indicates shared and unique sRNA uridylation targets identified in different mutant strains; the top 10 intersections (out of 171) are shown. Purple, down-uridylated in mutant; gold, up-uridylated in mutant. c) Proportion of U-tailed reads is plotted for sRNAs indicated in individual columns in b) as indicated by Roman numerals. *X*-axis, genotype. *Y*-axis, proportion of U-tailed reads. Diamond, average U-tail frequency for each group of sRNAs; value is listed below. Dotted line, average uridylation frequency of the 4,776 sRNAs in wild type (∼14%). The siRNAs shown here correspond to protein-coding genes; U-tail frequencies of siRNAs corresponding to transposons are shown in Supplementary Fig. 5. d) Protein sequence alignment and neighbor-joining analysis of F43E2.1/PUP-4 and closely related *C. elegans* proteins. Value on each branch indicates the average number of substitutions per site. e) Schematic of PUP proteins showing relative positions of conserved domains. NTD, nucleotidyltransferase domain of poly(A) polymerase and TUTase; contains catalytic residues for transferring a nucleotide to RNA 3′ end. “TUTase NTD” in PUP-1 lacks catalytic residues. PAPa, poly(A) polymerase-associated domain containing a NRM. TRF4, yeast DNA polymerase sigma homology region including an NTD and NRM. *Degenerate NRM. Open boxed regions are predicted to be intrinsically disordered.

## Results

### PUP-4 is expressed in germline and somatic tissues

PUP-1, PUP-2, and PUP-3 are detected in the germline at a relatively high level and more lowly detected in somatic tissues (Li and Maine 2018). *F43E2.1* and *pup-1* mRNAs are present at comparable levels in our wild-type gonad transcriptome data set [reads per kilobase of transcript per million mapped reads (RPKM) of 45 and 50, respectively] (Guo *et al.* 2015); hence, we expected the F43E2.1 protein (hereafter called PUP-4) to be present in the germline. We easily detected 3xFLAG::PUP-4 and PUP-4::3xFLAG in protein extracts from dissected gonads (below) and not by immunolabeling; therefore, we relied on protein blots to evaluate PUP-4 abundance. To discern germline vs somatic expression, we first evaluated PUP-4::3xFLAG in animals with and without germ cells. We eliminated germ cells using a conditional allele of the Notch-type receptor gene, *glp-1(q231ts)*, whose product is essential for maintaining germline stem cells (Austin and Kimble 1989; Kodoyianni *et al.* 1992; Maine and Kimble 1993) (see *Materials and methods*). The average PUP-4::3xFLAG abundance in *glp-1(q231ts)* adult hermaphrodites was reduced to ∼21% of *glp-1(+)* control levels (Fig. 1a), consistent with a substantial portion of the PUP-4::3xFLAG protein pool being expressed either in the germline or in the soma upon communication from the germline. To distinguish between these alternatives, we compared PUP-4::3xFLAG expression in intact animals and dissected gonads (comprising primarily germ cells). PUP-4::3xFLAG signal was substantially enriched in dissected gonad samples (Fig. 1b). We conclude that PUP-4 is highly expressed in germ cells compared to somatic tissues.

We previously observed a ∼2.5-fold increase in PUP-3 abundance in *pup-1/-2(om129)* double mutants compared to wild type, suggesting that PUP-1 and PUP-2 together directly or indirectly limit PUP-3 expression (Li and Maine 2018). (Unless otherwise indicated, we hereafter use “0” to indicate the null mutations described in *Materials and methods*.) To determine whether PUP-1 and PUP-2 influence PUP-4 abundance, we compared PUP-4::3xFLAG level in *pup-1/-2(0)* double mutant and *pup-1/-2(+)* control adults (see *Materials and methods* for culture scheme). Although the average PUP-4::3xFLAG signal was reduced in *pup-4::3xflag; pup-1/-2(0)* F2 adults at 25 and 22°C compared to *pup-4::3xflag; pup-1/-2(+)* controls, the difference was not statistically significant at either temperature (Fig. 1a and c). We compared somatic PUP-4::3xFLAG expression in *pup-4::3xflag; pup-1/-2(0)glp-1(q231ts)* and *pup-4::3xflag; pup-1/-2(+)glp-1(q231ts)* adults raised in parallel at 25°C. PUP-4::3xFLAG abundance was comparable in both strains, suggesting the loss of PUP-1/-2 had little effect on PUP-4 level in somatic tissues. Low PUP-4::3xFLAG abundance in *pup-1/-2(0)glp-1(q231ts)* adults (∼14% of control levels) (Fig. 1a) is consistent with the germline being required for most of the PUP-4 pool.

We evaluated the impact of PUP-4 loss on expression of other PUP proteins in *pup-4(0)* strains that carried endogenously tagged *pup-1::3xmyc*, *3xflag::pup-2*, or *3xflag::pup-3* (Li and Maine 2018) (see *Materials and methods*). In synchronized F2 M-Z- adult hermaphrodites, the abundance of PUP-1::3xMYC, 3xFLAG::PUP-2, and 3xFLAG::PUP-3 was statistically similar in *pup-4(0)* mutants vs *pup-4(+)* controls (Fig. 1d), and we conclude that PUP-4 does not substantially influence production of other PUPs.

### *pup-4* mutants have mild germline defects

We analyzed the *pup-4* deletion phenotype using 2 CRISPR-Cas9-generated deletion alleles, *pup-4(om140)* and *pup-4(om141)* (see *Materials and methods*; Supplementary Fig. 1). Null alleles of *pup-1*, *pup-2*, and *pup-3* are temperature sensitive (Li and Maine 2018); therefore, we evaluated *pup-4* mutants at elevated temperature. More than 99% of *pup-4(om140)* and *pup-4(om141)* mutants raised at 25°C were fertile over >10 generations (Supplementary Table 2a). We examined DAPI-stained F2, F3, and F4 adult animals and observed some fertile F3 and F4 animals with impaired germline development in 1 of the 2 gonad arms, e.g. 13% of *pup-4(om141)* gonad arms in the F3 generation failed to make embryos despite the presence of sperm and oocytes in the arm or, more rarely, failed to produce oocytes (Supplementary Table 2a). This *pup-4* knockout germline phenotype is similar to that previously described for *pup-3(tm5089)* (Li and Maine 2018).

We tested for genetic interactions between *pup-4(om141)* [hereafter called *pup-4(0)*] and other *pup* genes by asking (1) if *pup-3(0); pup-4(0)* double mutants have a more severe phenotype than either single mutant and (2) whether *pup-4(0)* alters the *pup-1/-2(0)* double and/or *pup-3(0); pup-1/-2(0)* triple mutant phenotype with respect to germline development, fertility, and embryonic viability (see *Materials and methods*). Nearly all *pup-3(0); pup-4(0)* animals produced gametes in at least 1 gonad arm and were fertile at 25°C (Supplementary Table 2). Germline defects in the F3 and F4 generations resembled those in *pup-4(0)*; in addition, the very rare gonad arm failed to make either sperm or oocytes, and fertile animals often contained endomitotic oocytes in the uterus, as previously described for *pup-3(0)* single mutants (Supplementary Table 2a). Germline defects were slightly more penetrant in the *pup-3(0); pup-4(0)* double mutant than in the *pup-4(0)* single mutant (Supplementary Table 2b) and similar overall to the *pup-3(0)* single mutant (Li and Maine 2018). Based on these data, PUP-3 and PUP-4 do not appear to be functionally redundant.

We observed little effect of *pup-4(0)* on the *pup-1/-2(0)* and *pup-3(0); pup-1/-2(0)* phenotypes at 25°C (Supplementary Table 2b). In the F3 and F4 generations, *pup-4(0); pup-1/-2(0)* sterile adults typically lacked germ cells, similar to the *pup-1/-2(0)* double mutant, whereas *pup-3(0); pup-4(0); pup-1/-2(0)* sterile adults often contained germ cells (Supplementary Table 2b), similar to *pup-3(0); pup-1/-2(0)* (Li and Maine 2018). These results suggest that loss of PUP-4 does not substantially modify the *pup-1/-2(0)* or *pup-3(0); pup-1/-2(0)* phenotypes under our laboratory conditions.

### sRNA 3′ tailing is altered in *pup* mutants

To identify sRNA targets of the PUP proteins, we obtained sRNA-seq data for synchronized wild-type and *pup-1(0)*, *pup-2(0)*, *pup-3(0)*, *pup-4(0)*, *pup-1/-2(0), pup-3(0); pup-1/-2(0)*, and *pup-3(0); pup-4(0); pup-1/-2(0)* mutant strains raised in parallel. 

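The data comprised 6 wild-type libraries and 3 libraries of each of the 7 *pup* mutant strains. The authors trimmed adapters with cutadapt, filtered reads on length and quality, mapped them to the *C. elegans* genome with HISAT2 and counted them with smalldisco. For siRNAs, all reads antisense to the coding sequence of a gene were added up to give 1 value per gene. The deposited values are these counts, without normalization and with replicates kept apart. Between 972048 and 17562388 reads per library were counted on sRNAs, with a median of 6692414. The totals ran from 2054529 to 12560105 in wild type, from 1645733 to 8253869 in *pup-1(0)* and from 10362815 to 17562388 in the *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant. A level of 3 counts, taken as the smallest that a library can show, was 3.09 CPM in the shallowest library and 0.171 CPM in the deepest. This floor covers counting error only. Library sizes were scaled by edgeR's TMM method, and 1 model with genotype as its only term was fitted to all libraries. A sRNA was called DA at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.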

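The siRNAs of *pup-1* and *pup-3* themselves were counted, whereas those of *pup-2* and *pup-4* are not analysed here. The *pup-1* gene (*cid-1* in the annotation, WBGene00019629) lies on chromosome III of WBcel235 from 5173922 to 5180507. Its siRNAs stood at 1217 ± 220 CPM (SD, n = 6) in wild type and 1119 ± 56.3 CPM (SD, n = 3) in *pup-1(0)*. This was a log2 fold change of -0.12 (standard error 0.12, adjusted p = 0.461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the quadruple mutant they stood at 824 ± 28.7 CPM (SD, n = 3), a log2 fold change of -0.56 (standard error 0.12, adjusted p = 7.73e-04 from the same edgeR test), short of the fold threshold for DA. With total counts as the only scaling it was -0.25 (adjusted p = 0.257 from edgeR's test). Counts are summed over the whole gene, so they neither show nor exclude a deletion of part of it. The *pup-3* gene (WBGene00019082) lies on chromosome I from 5530614 to 5534649. Its siRNAs stood at 59 ± 21.7 CPM (SD, n = 6) in wild type, 174 ± 15.2 CPM (SD, n = 3) in *pup-3(0)* and 9.62 ± 2.02 CPM (SD, n = 3) in *pup-1(0)*. The log2 fold change was 1.57 in *pup-3(0)* (standard error 0.21, adjusted p = 2.08e-04 from edgeR's test) and -2.56 in *pup-1(0)* (standard error 0.26, adjusted p = 4.42e-08 from edgeR's test). In the triple mutant, which carries the same *pup-3* allele as *pup-3(0)*, it was -0.87 (adjusted p = 0.0052 from edgeR's test), and in the quadruple mutant it was -0.49 (adjusted p = 0.0906 from edgeR's test). With total counts as the only scaling the quadruple mutant's value was -0.17 (adjusted p = 0.599 from edgeR's test). Against wild-type replicates 4 to 6 alone it was -0.68 (adjusted p = 0.00662 from edgeR's test). In the *pup-1/-2(0)* double mutant the log2 fold change was -2.23 (adjusted p = 2.9e-07 from edgeR's test), at 12.5 ± 3 CPM (SD, n = 3). The triple and quadruple mutants stood above this, at 32.1 ± 6.22 and 41.8 ± 4.42 CPM (SD, n = 3 each), as *pup-3(0)* stood above wild type.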

We identified siRNAs, miRNAs, and piRNAs and their 3′ tail sequences for each genotype (see *Materials and methods*). 

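By the annotation, 10062 of the listed sRNAs are siRNAs, 9849 are piRNAs, 236 are miRNAs and 3 have no such class. In wild type, siRNAs took 65.8 ± 7.9% of the counts in a library, miRNAs 31 ± 7% and piRNAs 3.15 ± 1.29% (SD, n = 6 each). In *pup-1(0)*, miRNAs took 22.3 ± 7.67% (SD, n = 3), a difference of -8.73 percentage points from wild type that was within the spread between libraries (two-sided exact permutation test, p = 0.167, adjusted p = 0.333 over 4 such tests). In the quadruple mutant they took 21.2 ± 3.66% (SD, n = 3), a difference of -9.87 percentage points (exact permutation test, p = 0.0714, adjusted p = 0.286). Under other settings the difference ran from -11.7 to -3.64 percentage points in *pup-1(0)* and from -12.8 to -3.67 in the quadruple mutant. With a library left out it ran from -12.7 to -5.01 and from -11.8 to -8.24. The miRNA share was 37.7 ± 15.6% in the *pup-1/-2(0)* double mutant and 22 ± 1.16% in the triple mutant (SD, n = 3 each), which were not tested. The smallest p that 6 libraries against 3 allow is 0.0119. The piRNA share differed by 0.211 percentage points in *pup-1(0)* (exact permutation test, p = 0.929) and by -0.47 percentage points in the quadruple mutant (exact permutation test, p = 0.714). The sign of these differences depended on the setting. For *pup-1(0)* it was -0.199 with the 10 sRNAs of highest mean count left out, -0.302 against wild-type replicates 1 to 3 alone and -0.829 without mutant replicate 3. For the quadruple mutant it was 0.0423 against wild-type replicates 4 to 6 alone.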

For siRNA analysis, we combined all siRNAs targeting the same gene and, although most siRNAs in our data sets are 22G RNAs as is common in *C. elegans*, we included other low-abundance siRNAs (Supplementary Fig. 3). In wild type, U-tail frequencies ranged widely within all 3 sRNA classes, averaging ∼14% for siRNAs, ∼6% for miRNAs, and ∼4% for piRNAs (Supplementary Fig. 4a). Single nucleotide addition, (U)_1_, comprised ∼64% of siRNA U-tails, 94% of miRNA U-tails, and ∼96% of piRNA U-tails; longer tails were common only for siRNAs, e.g. ∼20% (U)_2_ and ∼10% (U)_3_ (Supplementary Fig. 4b). Uridylation was severely reduced on all sRNA classes in the absence of PUP-1 (Supplementary Fig. 4). Of the siRNA tails present in *pup-1(0)* mutants, >91% were (U)_1_, suggesting PUP-1 promotes oligouridylation (Supplementary Fig. 4b). Subtle, yet significant, shifts in miRNA and piRNA U-tail lengths were also observed in *pup-1(0)* mutants (Supplementary Fig. 4). In contrast to *pup-1*, uridylation was subtly altered on all 3 sRNA classes in *pup-2(0)*, *pup-3(0)*, and *pup-4(0)* mutants (Supplementary Fig. 4). Although there was a net *increase* in U-tailing in *pup-4(0)* mutants compared to wild type (Supplementary Fig. 4), PUP-4 does not appear to add a different tail type (Supplementary Fig. 6). Strikingly, uridylation was not eliminated in any *pup* strain, consistent with a low level of U-tailing by one or more additional TENTs in the absence of the defined PUPs (Supplementary Fig. 4).

Before further analyzing PUP targets, we implemented a filtering strategy to identify with high confidence the sRNAs modified by PUP activity. For each *pup* mutant strain, we identified sRNAs for which the range of U-tail frequencies among replicates did not overlap the range of U-tail frequencies among wild-type replicates (Supplementary Fig. 2; see *Materials and methods*). The 4,776 sRNAs that pass this conservative test in at least 1 mutant strain are considered to be high-confidence uridylation targets of one or more PUP enzymes (Fig. 2a). Most high-confidence targets are siRNAs (Supplementary Table 3). More than 3,000 high-confidence uridylated sRNAs lost U-tails in *pup-1(0)* single mutants; their average U-tail frequency was reduced to ∼3% (Fig. 2a). Relatively few sRNAs lost U-tails in *pup-2(0)*, *pup-3(0)*, or *pup-4(0)* single mutants where their average frequency was more modestly reduced to ∼8–11% (Fig. 2a). Notably, U-tailing *increased* for other sets of sRNAs in these 3 single mutants, especially in *pup-4(0)* where average U-tail frequency for a set of 425 sRNAs increased to 17% (Fig. 2a). Increased U-tailing may reflect a loss of inhibition by the slower acting or, in the case of PUP-4, perhaps inactive enzyme. In the *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant, where U-tailing frequency is higher than in the *pup-3(0); pup-1/-2(0)* triple mutant (Fig. 2a; Supplementary Fig. 4a), tailing is presumably accomplished by another TENT that can better access sRNAs in the absence of PUP-4.

The phylogenetic relationships among *C. elegans* proteins that most closely share domain homology with PUP-4/F43E2.1 are shown in Fig. 2d. These include PUP-1, PUP-2, PUP-3, MUT-2/RDE-3 (documented to add UG to RNA fragments; Preston *et al.* 2019; Shukla *et al.* 2020), GLD-2 (documented to add A to mRNA; Nousch *et al.* 2017), and GLDR-2 (documented to add A to miRNA; Vieux *et al*. 2021). PUP-4 is the most distantly related protein in the group and likely to be the oldest (Fig. 2d). It may have relatively low uridylation activity because it lacks the PAPa and nucleotide recognition motif (NRM) regions present in PUP-1, PUP-2, and PUP-3 (Fig. 2e). The N-terminal region of PUP-1, known to interact with EGO-1 RNA-directed RNA polymerase (van Wolfswinkel *et al*. 2009), may facilitate recruitment to sRNA targets and is absent from other PUPs.

### Shared vs unique uridylation targets

To better understand the relationship among PUP activities, we compared the sRNA uridylation targets in strains carrying single and multiple *pup* gene mutations. A larger number of sRNAs lose U-tails in animals carrying *pup-1(0)* and a second *pup* mutation than in *pup-1(0)* single mutants (Fig. 2a; Supplementary Fig. 9). For example, >3,800 sRNAs have reduced U-tail frequency in *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutants compared to ∼3,000 in *pup-1(0)* (Fig. 2a). The largest group of sRNAs (1,924) lose uridylation in the 4 strains carrying *pup-1(0)*, while other PUP-1 targets are also uridylated by PUP-2 (130; Fig. 2b and c, VIII) or PUP-3 (103; Fig. 2b and c, IX). Moreover, 181 PUP-1 targets have increased U-tailing in *pup-4(0)* mutants (Fig. 2, b and c, VI). We note that relatively few sRNAs were solely targeted by PUP-2, PUP-3, or PUP-4. For example, U-tailing was reduced for only 51 sRNAs—not targeted by PUP-1—in *pup-4(0)* mutants (Supplementary Fig. 9). Together, these results reinforce the conclusion that PUP-1 is primarily responsible for sRNA uridylation in the adult hermaphrodite and point to unique roles for PUP-2, PUP-3, and PUP-4.

We considered whether differences in PUP-2, PUP-3, and PUP-4 target specificity might reflect, in part, a preference for the last 3′ templated nt on a sRNA as has been shown for *Drosophila* Tailor (Bortolamiol-Becet *et al.* 2015; Reimão-Pinto *et al*. 2015). We identified the 3′ templated nt of wild-type U-tailed sRNAs and parsed the sRNAs by the PUP(s) responsible for their modification (Supplementary Fig. 7). Overall, the most frequent final templated nt is U (∼30%) and least frequent is A (∼20%), a pattern that holds for targets of each PUP across most or all of their activity ranges (Supplementary Fig. 7). Subtle shifts are present for PUP-4 at both ends of the activity range and among sRNAs whose U-tailing is limited by PUP-2 or PUP-3 (Supplementary Fig. 7). Overall, a 3′ nt preference is not a major factor in PUP sRNA target choice.

### The relationship between sRNA abundance level and U-tail frequency

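Against wild type, 2023 sRNAs were DA in *pup-1(0)*, of which 718 were higher and 1305 lower. The other single mutants had fewer. In *pup-2(0)*, 50 sRNAs were DA (32 higher, 18 lower), and in *pup-3(0)* 39 were DA (25 higher, 14 lower). In *pup-4(0)*, 5 were DA, all of them lower. At an unadjusted p under 0.05, these 3 strains had 818, 1079 and 688 sRNAs. The libraries of each strain and of wild type can be split in 84 ways, the real one included. Of these, 16, 24 and 25 gave as many DA sRNAs for *pup-2(0)*, *pup-3(0)* and *pup-4(0)*. The numbers of DA sRNAs in these strains therefore cannot be told apart from a chance split. The *pup-1/-2(0)* double mutant had 2039 DA sRNAs (834 higher, 1205 lower), the *pup-3(0); pup-1/-2(0)* triple mutant 1699 (553 higher, 1146 lower) and the quadruple mutant 2046 (801 higher, 1245 lower). For 641 of the higher sRNAs in *pup-1(0)*, every mutant library lay above every wild-type library, and for 830 of the lower ones every mutant library lay below. Of all tested sRNAs, 26.6% lay outside the wild-type range in this way in *pup-1(0)* and 32.4% in the quadruple mutant, against 2.38% by chance. The setting that moved the number in *pup-1(0)* most was a minimum of 10 CPM in at least 3 libraries, with 1442 DA sRNAs. With total counts as the only scaling, DA sRNAs in the quadruple mutant were higher more often than lower (1218 against 799), and the double mutant had more DA sRNAs (2034) than the quadruple mutant (2017). The sample labels name no sequencing batch. Against wild-type replicates 1 to 3 alone, *pup-1(0)* had 1880 DA sRNAs and the quadruple mutant 2212, and against replicates 4 to 6 alone they had 2373 and 2150.

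**Figure D1:**
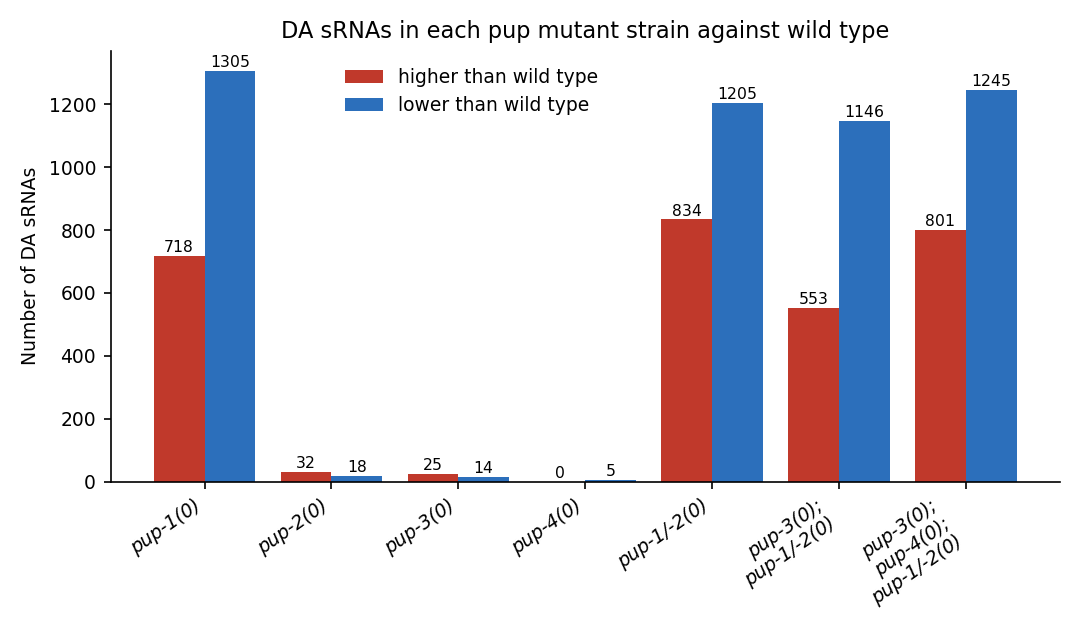
Number of DA sRNAs (vertical axis) that were higher (red bars) or lower (blue bars) than wild type in each *pup* mutant strain (horizontal axis), with 6 wild-type and 3 mutant libraries per comparison. The 4 strains lacking *pup-1* had between 1699 and 2046 DA sRNAs, more of them lower than higher. More were higher with total counts as the only scaling in the triple and quadruple mutants, with either kind of factors of unwanted variation in the quadruple mutant, and with factors from residuals or without wild-type replicate 1 in the double mutant.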

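Among the DA sRNAs of *pup-1(0)* whose mutant libraries all lay outside the wild-type range, the 3 largest rises were those of the siRNAs of *B0035.13* (WBGene00007112; chromosome IV of WBcel235, 11304793 to 11306720), *xdh-1* (WBGene00010083; chromosome IV, 14401114 to 14412894) and *sqst-5* (WBGene00269434; chromosome III, 146969 to 147620). The *xdh-1* siRNAs stood at 53.7 ± 17.8 CPM (SD, n = 3) in *pup-1(0)* and 0.426 ± 0.511 CPM (SD, n = 6) in wild type. Their log2 fold change was 7.28 (standard error 0.6, adjusted p = 2.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but was at most 1.79 in the other 3 strains lacking *pup-1*. That value was in the quadruple mutant, where these siRNAs were also DA (adjusted p = 0.028 from edgeR's test). Among the wild-type libraries replicate 1 was the highest, at 1.41 CPM. No *B0035.13* or *sqst-5* siRNAs were counted in wild type. The lowest *pup-1(0)* library held 1 count of *sqst-5* siRNAs, under the floor of 3 counts, so their fold rests on the mean of the libraries. Those of *B0035.13* were at least 3.44-fold higher in *pup-1(0)*, at 2.71 ± 0.483 CPM (SD, n = 3), and those of *sqst-5* at least 1.32-fold higher, at 1.04 ± 0.849 CPM (SD, n = 3). The 3 largest falls were those of the siRNAs of *ZK262.8*, *ZK262.9* and *ZK228.1* (WBGene00013953, WBGene00013954 and WBGene00013944). These genes lie within 27 kb of chromosome V, and their siRNAs were also at or near 0 in *pup-2(0)* and *pup-3(0)* but not in the other strains. The *ZK262.8* siRNAs stood at 1332 ± 499 CPM (SD, n = 6) in wild type, where replicate 1 was the highest at 2321 CPM, and 0.714 ± 0.233 CPM (SD, n = 3) in *pup-1(0)*, a log2 fold change of -10.83 (standard error 0.51, adjusted p = 7.73e-13 from edgeR's test). *ZK262.9*, which overlaps *ZK262.8* on the same strand, had siRNAs at least 49.5-fold lower, and those of *ZK228.1* were at least 19.2-fold lower.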

Based on the DA patterns we see upon uridylation loss, U-tailing appears to promote turnover of certain sRNAs (red points) and limit turnover of others (blue points) while not significantly affecting abundance of yet others (black points) (Fig. 3). *pup-1(0)* mutants had the largest number of DA sRNAs of any single mutant strain (515 up, 163 down) (Fig. 3) while *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutants had the largest number of DA sRNAs in any strain we evaluated (499 up, 331 down) (Fig. 3). Although the mildly elevated U-tailing in *pup-4* single mutants rarely correlated with DA of those sRNAs, the more substantially increased U-tailing in *pup-3(0); pup-4(0); pup-1/-2(0)* animals tended to correlate with increased abundance (Fig. 3). These results reinforce the hypothesis that 3′ uridylation has context-dependent functions with respect to sRNA abundance.

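The 5 DA sRNAs of *pup-4(0)*, named here after their values were seen, were the siRNAs of *osm-3*, *C18D4.6*, *F31E9.6*, *R06C1.4* and *F53G2.2*. The first 4 of these were also lower and DA in all 4 strains lacking *pup-1*, 3 of which carry wild-type *pup-4*, so their fall is not particular to loss of *pup-4*. In the quadruple mutant they had log2 fold changes of -4.12 for *osm-3*, -3.83 for *C18D4.6*, -3.42 for *F31E9.6* and -4.45 for *R06C1.4*. Against wild-type replicates 1 to 3 alone *pup-4(0)* had 203 DA sRNAs, and against replicates 4 to 6 alone it had 9. The higher sRNAs of the quadruple mutant comprised 731 siRNAs, 68 piRNAs and 2 miRNAs, and the lower ones 1159 siRNAs, 58 piRNAs and 27 miRNAs. Its 3 largest rises were those of the siRNAs of *B0507.8* (WBGene00015225), *T05A8.1* (WBGene00020227) and again *sqst-5*. The *T05A8.1* siRNAs were at least 9.41-fold higher than in wild type, at 7.42 ± 2.04 CPM (SD, n = 3) against no more than 2 counts in any wild-type library, those of *B0507.8* at least 2.81-fold higher, at 2.21 ± 0.0549 CPM (SD, n = 3), and those of *sqst-5* at least 2.44-fold higher, at 1.92 ± 0.405 CPM (SD, n = 3). All 3 were also higher and DA in the other strains lacking *pup-1*, which carry wild-type *pup-4*, so these rises are not particular to loss of *pup-4*. In the double mutant, *B0507.8* and *T05A8.1* siRNAs were at least 9.45- and 38.8-fold higher than in wild type. The 3 largest falls of the quadruple mutant were those of *Y57A10C.10* siRNAs (WBGene00013288), *T28B8.1* siRNAs (WBGene00012113) and the piRNA *21ur-10492* (WBGene00168059). The *Y57A10C.10* siRNAs went from 101 ± 49.1 CPM (SD, n = 6) to 1.92 ± 0.283 CPM (SD, n = 3), a log2 fold change of -5.70 (standard error 0.55, adjusted p = 3.79e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Y57A10C.10* siRNAs it was -6.01 in the double mutant and -6.26 in the triple mutant, but -0.93 in *pup-1(0)* (adjusted p = 0.0808 from edgeR's test). For *21ur-10492* the log2 fold change was -5.22 (standard error 0.56, adjusted p = 1.83e-07 from edgeR's test), with the highest wild-type level in replicate 1. The fall of *T28B8.1*, a log2 fold change of -5.40 (standard error 1.79, adjusted p = 0.0206 from edgeR's test), rests on wild-type replicate 1, which stood at 227 CPM, and without that library it was -1.34. The change on loss of *pup-4* differed between the triple mutant background and wild type for 16 sRNAs (7 positive and 9 negative differences), and for 627 at an unadjusted p under 0.05. In 3 of 60 splits that drew genotypes among libraries of the same replicate number, the real one included, the interaction gave as many sRNAs. The 16 sRNAs therefore cannot be told apart from a chance split of the libraries. The balance of signs depended on the setting. It was 41 positive and 16 negative with edgeR's likelihood ratio test, but 3 positive and 8 negative with total counts as the only scaling. From the DA patterns of sRNAs whose uridylation changed (Fig. 3), the paper favors, as a hypothesis, effects of uridylation on sRNA abundance that depend on context.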

**Fig. 3.**
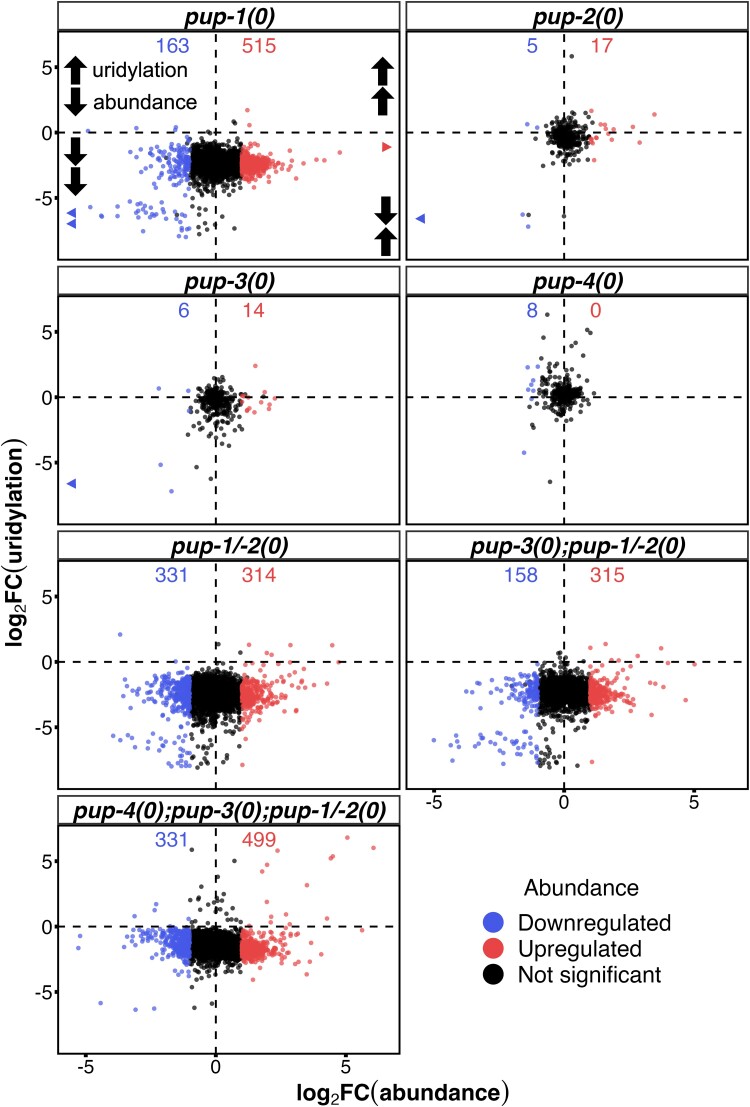
Loss of PUP activity profoundly alters sRNA abundance. All points represent sRNAs whose U-tailing is consistently reduced in the indicated mutant (high-confidence uridylation targets). Differentially abundant sRNAs have a |log_2_FC| > 1 and FDR < 0.05. The number of DA sRNAs is listed for each genotype. *X*-axis, log_2_FC of abundance (mutant/wild type). *Y*-axis, log_2_FC of uridylation frequency (mutant/wild type) (see *Materials and methods*). Triangles, indicating sRNAs with log_2_FC(abundance) values <|6|, are plotted at their corresponding log_2_FC(uridylation) value.

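In all 4 strains lacking *pup-1*, 264 sRNAs were higher and 566 lower. These comprised 247 higher and 559 lower siRNAs, 16 higher and 6 lower piRNAs, and 1 miRNA in each direction. Of the DA sRNAs of *pup-1(0)*, 1150 changed in the same direction in the double mutant, 1181 in the triple mutant and 1192 in the quadruple mutant. DA in no other strain were 477 sRNAs in *pup-1(0)*, 406 in the double mutant, 149 in the triple mutant and 381 in the quadruple mutant. The number shared by the 4 strains moved most with a minimum of 10 CPM in at least 3 libraries, to 672.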

### sRNAs associated with specific Argonaute proteins

sRNAs classically regulate gene expression by interacting with and guiding specific Argonaute proteins to RNA targets (Billi *et al.* 2014). Argonaute activity is primarily implicated in limiting gene expression, although CSR-1 Argonaute is associated with licensing gene expression (Billi *et al.* 2014; Almeida *et al.* 2019). Taking advantage of recent systematic identification of Argonaute-associated sRNAs in *C. elegans*, we parsed sRNAs in our data sets by their known Argonaute associations in young adult hermaphrodites (Seroussi *et al*. 2023) (Fig. 4). Average uridylation frequency reflects (in part) the relative proportion of siRNAs vs miRNAs/piRNAs that associate with an Argonaute, as expected since siRNAs are U-tailed at a higher frequency than miRNAs and piRNAs. In our wild-type data set, U-tail frequency is highest for VSRA-1 (19%), CSR-1 (18%), and WAGO-4 (16%) associated sRNAs (mostly siRNAs), with a wide range of values around each average (Fig. 4a; sRNAs present at ≥10 CPM). To identify Argonautes whose activity might be especially altered in the absence of PUP-1, we evaluated DA of high-confidence uridylated sRNAs, parsed by Argonaute association, in strains carrying *pup-1(0)* (Fig. 4b; Supplementary Fig. 10). In terms of numbers of sRNAs affected, reduced U-tailing correlated most strongly with increased abundance of sRNAs associated with VSRA-1, CSR-1, and WAGO-4, all germline expressed Argonautes targeting protein-coding RNAs (Fig. 4b). Although the numbers are smaller, a similar percentage of sRNAs increased in abundance for ALG-3/-4 and WAGO-10 (known to function in spermatogenesis), SAGO-2 (soma-enriched expression), and ERGO-1 (functions in early embryogenesis) (Fig. 4b; Supplementary Fig. 10). In contrast, reduced U-tailing correlated with decreased abundance of subsets of sRNAs associated with HRDE-1 and WAGO-1 (germline-enriched expression, target nonprotein-coding RNAs) (Fig. 4b). Overall, our data suggest that uridylation may increase or decrease sRNA abundance depending on the specific Argonaute involved and its functional context.

**Fig. 4.**
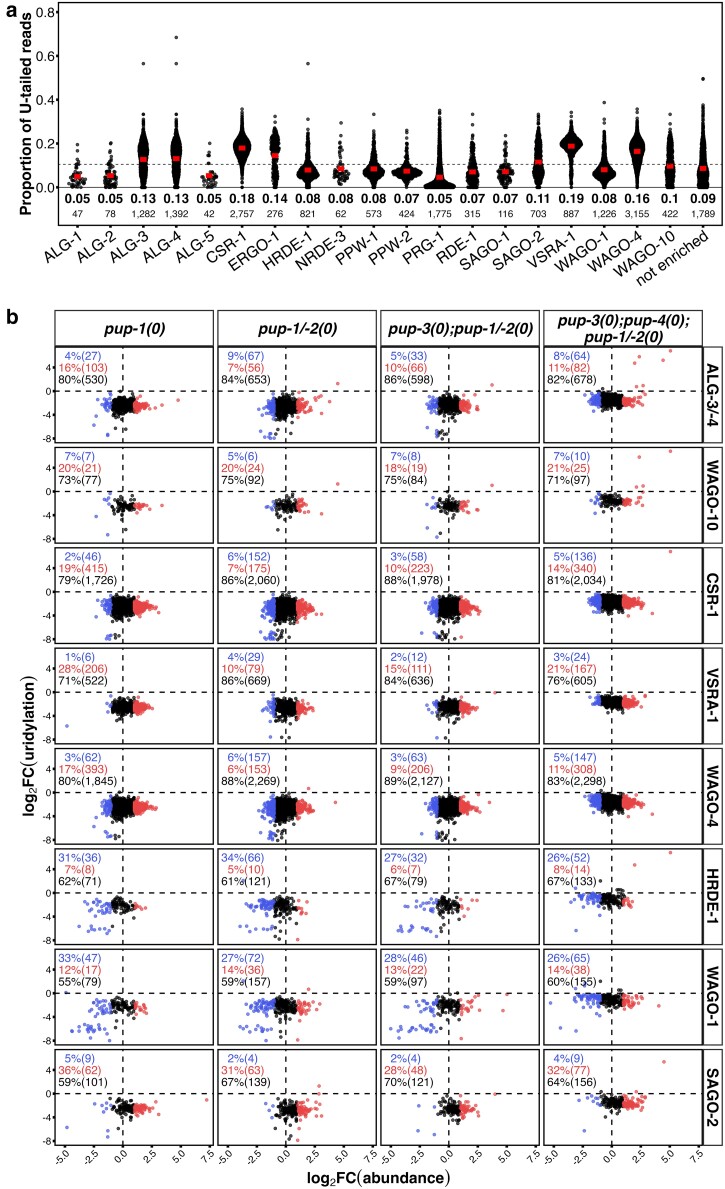
Changes in sRNA abundance parsed by Argonaute association. a) U-tail frequencies for sRNAs present at ≥10 CPM in wild-type adult hermaphrodites, sorted based on documented associations with individual Argonaute proteins (Seroussi *et al.* 2023). *X*-axis, Argonaute proteins. *Y*-axis, proportion of U-tailed reads for corresponding sRNAs in our wild-type data set. Each point represents an sRNA. sRNAs that associate with multiple Argonautes are represented in each Argonaute group. “Not enriched,” sRNAs without a reported Argonaute preference. Dashed line, average uridylation frequency (11%) for the 9,645 Argonaute-associated sRNAs in wild type. Bar, average U-tail frequency for each group of Argonaute-associated sRNAs; this value and number of sRNAs associated with each Argonaute are listed below. b) High-confidence uridylated sRNAs that are DA in the indicated genotypes are plotted by Argonaute association. *X*-axis, log_2_FC of abundance (mutant/wild type). *Y*-axis, log_2_FC of uridylation frequency (mutant/wild type). Values are listed in each panel. |log_2_FC| > 1 and FDR < 0.05. See key in Fig. 3. Remaining Argonaute associations are shown in Supplementary Fig. 10.

### Misregulated sRNAs preferentially target genes enriched for germline and ubiquitous expression

Misregulation of sRNAs may contribute to the pleiotropic developmental phenotypes observed in *pup* mutants. We investigated this question by examining the biological functions and tissue expression patterns of the targets of sRNAs shown in Fig. 3. GO analysis identified distinct functional classes among genes targeted by DA high-confidence uridylated sRNAs (Fig. 5a). Targets of sRNAs with reduced uridylation and abundance in any *pup* mutant are enriched for 9 GO terms; the top 2 include structural components of ribosomes. In contrast, targets of sRNAs with reduced uridylation and elevated abundance are enriched for numerous GO categories, including several terms involved with embryonic and postembryonic development and ribonucleotide and nucleotide biochemistry. 

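The siRNAs of cytosolic ribosomal protein genes (symbols *rpl-* and *rps-*) were followed as a set, whatever their uridylation. The annotation holds 77 such genes, siRNAs of 44 are in the table, and all 44 were tested. In *pup-1(0)* their median log2 fold change was -1.08, against -0.2 for the other siRNAs, and 41 of them lay below 0. Of the set, 23 siRNAs were lower and DA and none was higher and DA, whereas 16.2% of the other siRNAs were lower and DA (two-sided Fisher's exact test, p = 4.41e-08, adjusted p = 6.17e-07 over 28 tests). Fisher's test treats the siRNAs as independent. With the correlation between them estimated from the data (0.271), edgeR's camera test of the set in *pup-1(0)* did not reach significance (adjusted p = 0.113 over 4 set tests). In the quadruple mutant the median was -1.07, against -0.12, and all 44 lay below 0. There the unadjusted p of edgeR's camera test was under 0.05, but the adjusted value was the same 0.113. The setting that moved the quadruple mutant's median most was the use of 6 factors of unwanted variation estimated from replicate groups, with -0.76. The largest fall in both strains was that of the *rpl-11.2* siRNAs (WBGene00004423; chromosome X of WBcel235, 2241738 to 2242618). Their log2 fold change was -2.82 in *pup-1(0)* (adjusted p = 0.00366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.18 in the quadruple mutant (adjusted p = 0.00112 from the same edgeR test).

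**Figure D2:**
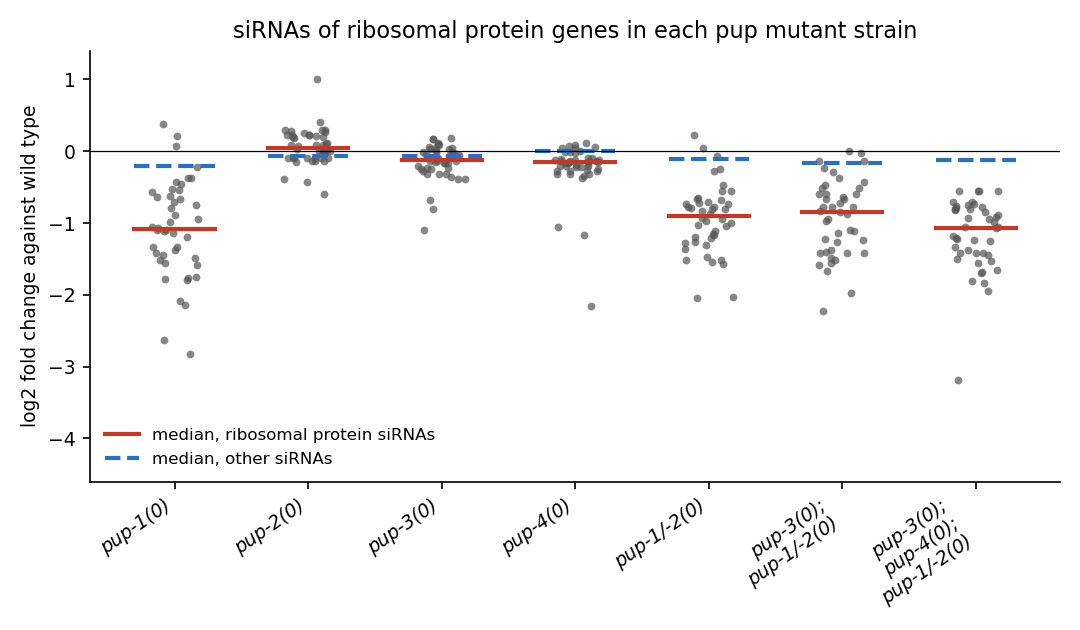
Log2 fold change against wild type (vertical axis) of the siRNAs of 44 ribosomal protein genes (grey points) in each *pup* mutant strain (horizontal axis), with the median of the set (red line) and of the other tested siRNAs (dashed blue line). The set's median lies between -1.08 and -0.84 in the 4 strains lacking *pup-1*, and between -0.15 and 0.05 in *pup-2(0)*, *pup-3(0)* and *pup-4(0)*, where its sign changes with the scaling in *pup-2(0)* and *pup-4(0)*.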

We hypothesize that PUP activity functions in regulating genes with important functions in the germline development and, by extension, embryogenesis.

**Fig. 5.**
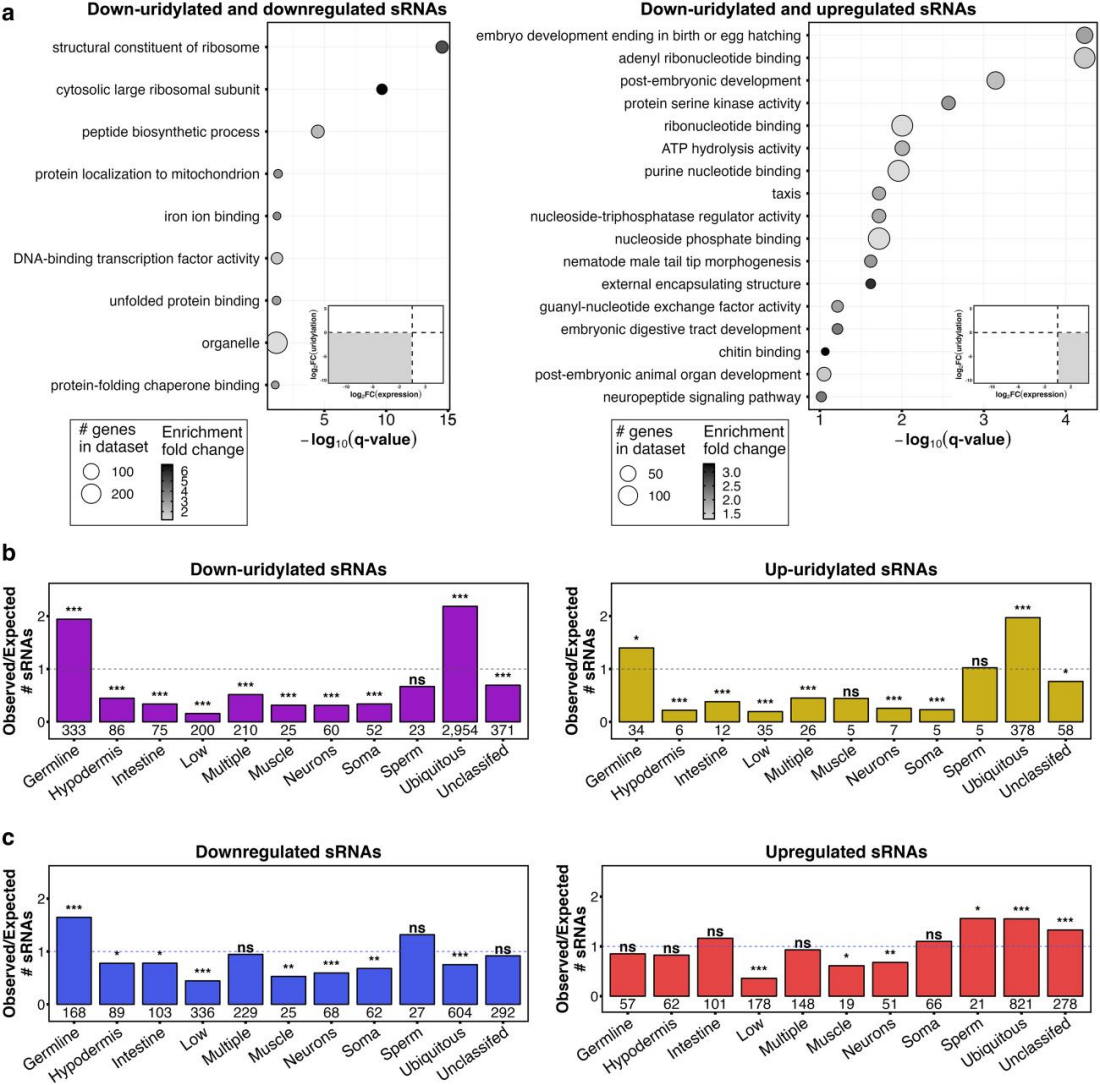
The mRNA targets of high-confidence uridylated sRNAs and differentially abundant sRNAs have primary expression in the germline or ubiquitous expression. a) GO analysis of mRNAs targeted by high-confidence U-tailed sRNAs that are differentially abundant in any *pup* mutant. Left, genes targeted by reduced abundance sRNAs (636) encode products enriched for 9 GO terms. Right, genes targeted by increased abundance sRNA (779) encode products enriched for 17 GO terms. Inserts indicate the quadrant in Fig. 3 plots corresponding to the differentially abundant sRNAs used in the GO analysis. b) Tissue expression patterns for genes targeted by sRNAs with reduced (4,609, left) or increased (654, right) uridylation in any *pup* mutant (regardless of abundance). c) Tissue expression patterns for genes targeted by differentially abundant sRNAs in any mutant with reduced (2,745, left) or increased (2,548, right) abundance as represented in Supplementary Fig. 8 (regardless of uridylation). Tissue expression data are from Serizay *et al.* (2020). Tissue specificity index was calculated based on cummeRbund's S function; *χ*^2^ test (*P < 0.01, **P < 0.001, ***P < 0.0001) was used to calculate significance. ns, not significant.

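Over the 7 comparisons with wild type, 2167 sRNAs were lower in at least 1 mutant and 1400 were higher. Together these were 3515 distinct sRNAs, and 52 of them were higher in 1 strain and lower in another. The lower ones comprised 1914 siRNAs, 210 piRNAs and 42 miRNAs, and the higher ones 1224 siRNAs, 147 piRNAs and 29 miRNAs. With 6 factors of unwanted variation estimated from residuals, the setting that raised the number most, 2629 were lower and 2651 higher. On simulated counts with a hidden factor, that setting called 389 sRNAs that had not been changed. The tissue categories of Serizay *et al.* (2020) are not used here.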

We investigated tissue expression using the Serizay *et al.* (2020) database where genes are classified based on enriched expression in individual tissues and combinations of tissues in late L4—young adult stage wild-type animals. Targets of sRNAs shown in Fig. 3 tend to have either maximum expression in the germline or ubiquitous expression, a pattern that holds for sRNAs with either reduced or increased U-tailing in *pup* mutants (Fig. 5b). Nearly all other tissue expression categories are significantly underrepresented among these sRNAs. We also analyzed tissue expression of genes that are targets of DA sRNAs regardless of uridylation status (see Supplementary Fig. 8); downregulated sRNAs preferentially target genes with maximal expression in the germline, and upregulated sRNAs preferentially target genes with ubiquitous expression or expression in the “sperm” category (Fig. 5c). 

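Major sperm protein (*msp*) genes are near-identical to one another, so a read can match several of them. The annotation holds 31 *msp* genes, and siRNAs of 19 are in the table. Only those of *msp-45*, *msp-50*, *msp-56*, *msp-81* and *msp-152* had enough counts to be tested, and 0 of the 5 were DA in any strain. In the double mutant all 5 had a positive log2 fold change, with a median of 1.64, and 3 of them had an unadjusted p under 0.05. With total counts as the only scaling the median was 1.57, and 1 of them had an unadjusted p under 0.05. In *pup-1(0)* the median was -2.68, with 1 of the 5 above 0, but with the minimum count raised to 50 it was 0.93. The higher minimum leaves out siRNAs of low counts, so the 2 medians need not cover the same siRNAs. As a set, the tested *msp* siRNAs did not differ from the other siRNAs in *pup-1(0)* by edgeR's camera test (adjusted p = 0.905). The *msp-152* siRNAs had a log2 fold change of 0.99 in *pup-1(0)* (adjusted p = 1.34e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the fold threshold, and with total counts as the only scaling they were DA. The other 4 were counted at low levels in most libraries. Summed over the *msp* genes other than *msp-152*, siRNAs stood at 52 CPM in wild-type replicate 1 and at no more than 1.85 CPM in the other wild-type libraries. In the double mutant they stood at 0.992 CPM in replicate 1, 27.2 CPM in replicate 2 and 29.8 CPM in replicate 3.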

Interestingly, the ubiquitous category includes *msp* and some other genes that are highly expressed in sperm. Several other tissue expression categories are underrepresented in the DA data. Together, these results indicate that U-tailing likely impacts expression of genes with enriched expression in the germline and broad somatic expression in the adult hermaphrodite.

### mRNA U-tailing and *pup* mutants

To identify U-tailed mRNAs and compare 3′ tailing among *pup* mutants, we chose Nano3P-seq, an ONT-based method (Begik *et al.* 2023). Although ONT is a lower throughput platform than Illumina (library sizes in the order of 10^5^ vs 10^6^), the method offers flexibility in library preparation (see *Materials and methods*). We constructed libraries using RNA isolated from synchronized populations of wild-type and *pup* mutant adult hermaphrodites of the same age as for sRNA-seq. Nontemplated 3′ nucleotides were identified using a modified version of *tailfindr* software (Krause *et al.* 2019) that can distinguish strings of nontemplated A, U, and A followed by U (designated A + U) residues on mRNA 3′ ends (see *Materials and methods*). This approach identified strict A-tails on ∼72% of mRNAs, strict U-tails on ∼3.4% of mRNAs, and A + U tails on ∼0.93% of mRNAs (Fig. 6a). The strict U-tails were not limited to histone mRNAs, the major class of mRNAs known to lack poly(A) tails. Importantly, limitations on current ONT technology are that *tailfindr* cannot distinguish stretches of fewer than 3 Us or intermixed As and Us within a tail. Hence, our analysis almost certainly undercounts 3′ tails containing U residues, especially runs of A + U. Nonetheless, to our knowledge, our data demonstrate the first direct report of mRNA U-tailing in *C. elegans*.

**Fig. 6.**
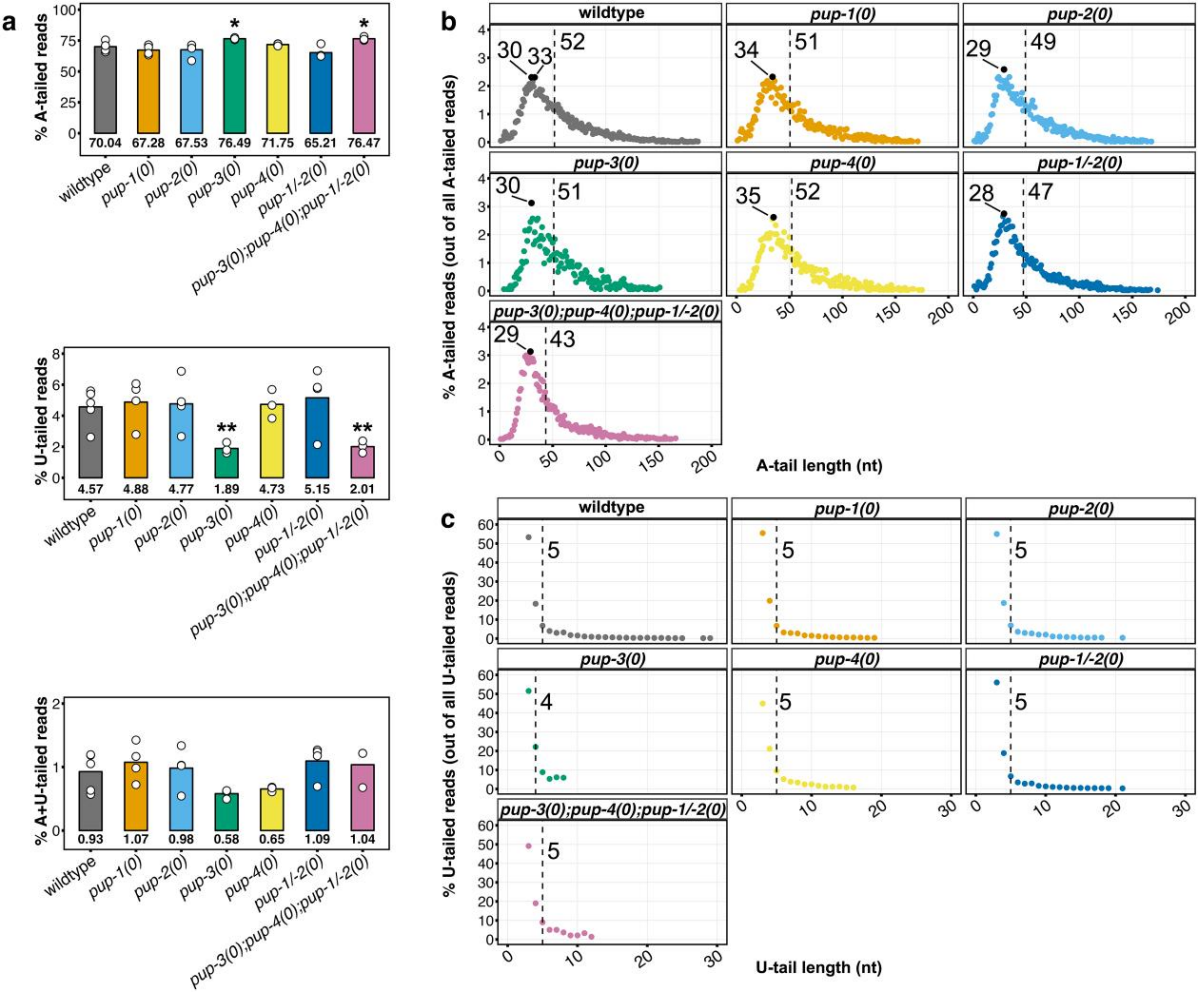
mRNA U-tail frequency and length are reduced in *pup-3(0)* mutants. a) mRNA 3′ tail frequencies in wild-type and *pup* mutant adults as detected with *tailfindr* analysis of Nano3P-seq data. Plots indicate the average % of strictly A-tailed reads, strictly U-tailed reads, and A + U-tailed reads out of the total number of reads obtained. White points, average % tailed reads for each replicate. *Y*-axis, % tailed reads; *X*-axis, genotype. Statistical significance for each mutant compared to wild type was determined by paired *t*-test (*P < 0.02, **P < 0.01). b and c) The distribution of A- and U-tail lengths in wild-type and *pup* mutants. Each point represents the average tailing frequency of all mRNAs with tails of a certain length. For the 4,183 transcripts present at ≥10 CPM, a cutoff of 50 reads/length group was implemented. *X*-axes, tail length in nucleotides. *Y*-axes, percentage of tailed reads. Dashed line/number, average tail length. Black points, most common tail length(s). c) Although 3 nt is the most common U-tail length detected for any genotype, note that *tailfindr* cannot identify shorter U-tails (see text).

Nano3P-seq identified changes in A- and U-tailing in *pup-3(0)* single and *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutants compared to wild type (Fig. 6a). The frequency of strict A-tailed reads increased from ∼72% in wild type to ∼78% in both *pup-3(0)* and *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutants, and the frequency of strict U-tailed reads decreased from ∼3.4% in wild type to ∼1.5% in both mutants. A + U-tailing was similar in wild-type and all *pup* mutants (∼1%) except *pup-3(0)* mutants (∼0.58%). The increased frequency of strict A-tails in the absence of PUP-3 may reflect loss of U residues from intermixed A/U tails, which are not detected by *tailfindr*, as well as loss of strict U-tails. Overall, these results are consistent with PUP-3 functioning to uridylate nonadenylated mRNAs.

We observed mild effects on mRNA A- and U-tail lengths in *pup* mutants. The average strict A-tail length in our wild-type mRNA data set was ∼51 nt, and the most common A-tail lengths were 30 and 33 nt (Fig. 6b). Strict A-tails were shorter than or the same length as wild type in all *pup* mutant strains (averaging 43–51 nt), and the largest effect on tail length was observed in the quadruple *pup* mutant where average tail length was 43 nt. The average strict U-tail length in the wild-type mRNA data set was ∼5 nt, and the most common length was 3 nt—the shortest U-tail that *tailfindr* reliably detects (Fig. 6c). Average strict U-tail length did not differ significantly between wild type and any *pup* mutant. Uncommon, long U-tails identified in wild type were notably less frequent in all *pup* mutants and particularly in *pup-3(0)* and *pup-4(0)* single mutants and the *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant. Overall, loss of PUP-3 is associated with subtle changes in tail length.

### Differential mRNA abundance

Differentially expressed mRNAs are difficult to identify reliably with ONT data because the read depth is low. To verify that our data set had sufficient depth coverage, we compared our Nano3P-seq data with the top 100 highly expressed genes in *C. elegans*, based on Illumina RNA-seq data from 5 tissues (Serizay *et al.* 2020). These 100 genes were all represented in our wild-type replicates, suggesting we had adequate coverage for downstream analysis (see Supplementary File 3). Using conventional edgeR analysis and a cutoff of 2-fold difference between *pup* mutant and wild type, we identified 592 mRNAs as differentially abundant in at least 1 *pup* mutant strain (Fig. 7a) (see *Materials and methods*). Most differentially abundant mRNAs were observed in *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutants (166 down, 90 up) and/or *pup-3(0)* single mutants (109 down, 66 up) (Fig. 7a and b). We hypothesize that differential mRNA abundance in *pup* mutants reflects not only any direct impact of reduced U-tailing but also changes in abundance and uridylation of sRNAs whose activity impacts mRNA abundance. Moreover, since mRNAs are templates for siRNA production, it is likely that changes in mRNA abundance contribute to changes in sRNA levels. Consistent with this relationship, changes in sRNA abundance are more extensive in the *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant than in the *pup-3(0)* single mutant (Fig. 3).

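Of the DA sRNAs of *pup-3(0)*, 11 changed in the same direction in the quadruple mutant and 10 in the opposite direction. The 11 include the siRNAs of *ZK262.8* and *ZK262.9*, which were at or near 0 in *pup-3(0)*. Across all tested sRNAs, which are not independent replicates, the fold changes of the 2 strains had a Pearson's r of -0.11. The third principal component of the log2 levels set *pup-3(0)* replicates 2 and 3 opposite the quadruple mutant. A difference between library batches may therefore contribute to this r and cannot be told apart from genotype. Among the strains lacking *pup-1*, each step to the next strain changed fewer sRNAs than the comparison of either strain with wild type. The double mutant, whose *om129* allele is not the *tm1021* allele of *pup-1(0)*, differed from *pup-1(0)* in 397 sRNAs (321 higher, 76 lower), the triple from the double mutant in 47 (18 higher, 29 lower) and the quadruple from the triple mutant in 59 (35 higher, 24 lower). For the double mutant against *pup-1(0)*, the setting that moved the number most in proportion was a fit of those strains alone, with 85. The balance of the step from the double to the triple mutant depended on the scaling. With total counts as the only scaling, 28 were higher and 16 lower.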

**Fig. 7.**
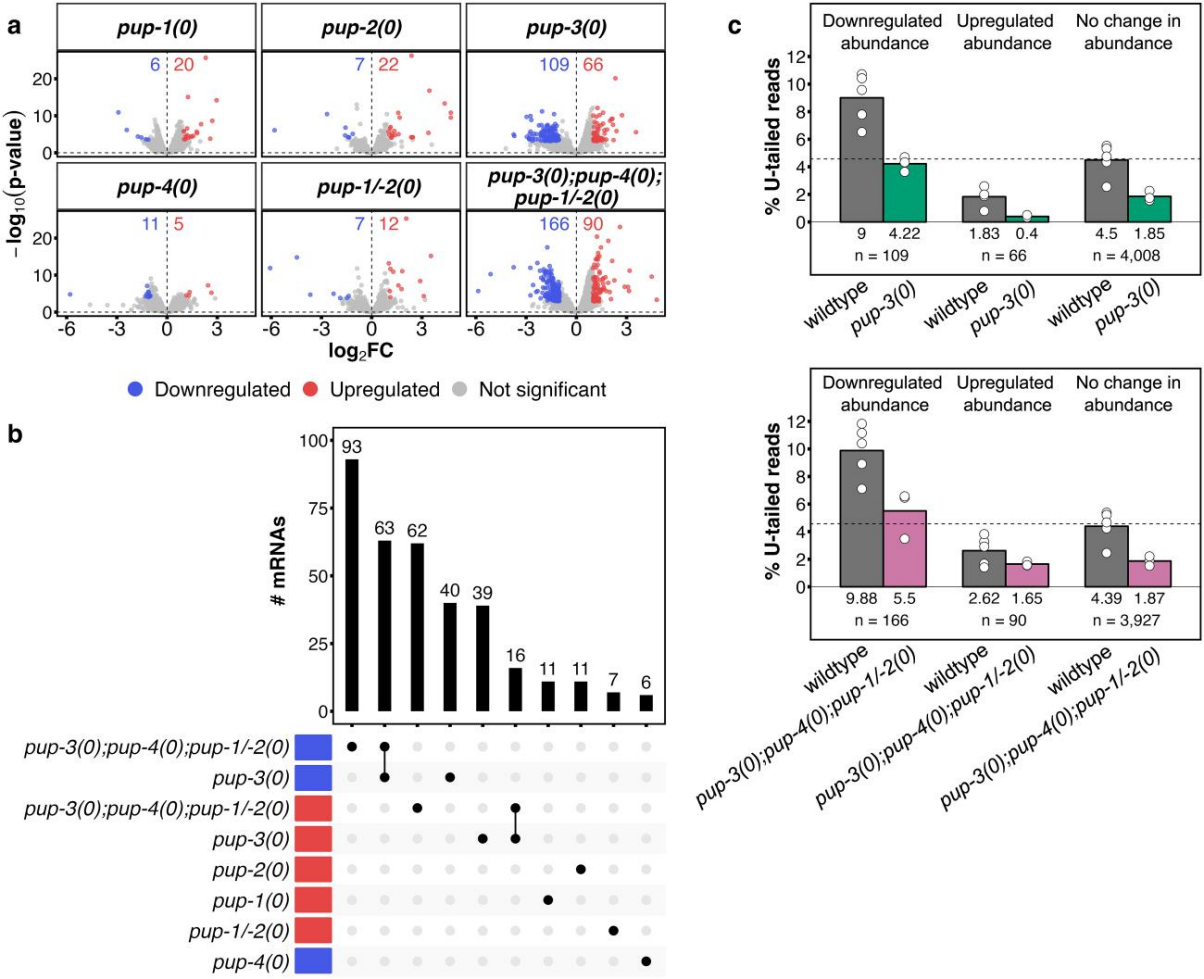
Differentially abundant mRNAs are most prominent in the *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant. a) Plots show DA mRNAs detected in each genotype. Each point represents mRNA from a single gene. Numbers of DA mRNAs are provided. *X*-axis, log_2_FC in mutant vs wild type. *Y*-axis, −log_10_(*P*-value). Statistical significance was determined as |log_2_FC| > 1 and FDR < 0.01. b) UpSet plot shows numbers of unique and shared differentially abundant mRNAs identified in *pup* mutant strains; the top 10 intersections are shown (out of 32). c) Bar plots indicate the % U-tailed reads for mRNAs that are differentially abundant in (upper) *pup-3(0)* single or (lower) *pup-3(0); pup-4(0); pup-1/-2(0)* quadruple mutant compared to wild type. *n*, number of mRNAs in each group. Average % U-tailing is indicated under each bar. Dashed line, average % U-tailing in wild type from Fig. 6a (second panel) for the 4,183 transcripts present at ≥10 CPM.

Among differentially abundant mRNAs in *pup-3(0)* and *pup-3(0); pup-4(0); pup-1/-2(0)* mutants, the average strict U-tailing frequency is reduced for both down- and upregulated transcripts. For example, in *pup-3(0)* mutants, the average U-tailing drops from ∼9 to ∼4% among downregulated mRNAs and from ∼2 to ∼0.4% among upregulated mRNAs (Fig. 7c). A similar pattern holds in *pup-3(0); pup-4(0); pup-1/-2(0)* mutants (Fig. 7c). Interestingly, average U-tailing among these DA transcripts is distinct from the average U-tailing of mRNAs overall, i.e. downregulated mRNAs are uridylated at higher frequency than average in wild type, and upregulated mRNAs are uridylated at a lower frequency than average in wild type (Fig. 7c). Considering that U-tail loss correlates with reduced, increased, or unchanged mRNA abundance, PUP-3 activity appears to positively or negatively regulate subsets of mRNA targets depending on context.

Among the 592 DA mRNAs captured by Nano3P-seq, ∼10% (61) correspond to DA sRNAs reported here for the same mutant to wild type comparison. For ∼4% (23) of these cases, the sRNA and mRNA change in the same direction (both up or both down). In addition, ∼24% (144) of the DA mRNAs correspond to high-confidence uridylated sRNAs in the same mutant to wild type comparison. These data are consistent with changes in sRNA abundance and sRNA uridylation in *pup* mutants contributing to changes in mRNA abundance. When mRNA and sRNA abundance changes in parallel, this may reflect altered mRNA template availability contributing to altered sRNA production.

## Discussion

While RNA uridylation has recently been established as critical for germline and embryonic development in *C. elegans* and other species, much less is known about the specific RNAs that are marked by uridylation and how their abundance may be altered by that modification. Here, we provide a resource for uncovering the importance of U-tailing in regulating *C. elegans* gene expression. Our data indicate that the 4 known *C. elegans* poly(U) polymerases promote tailing of sRNAs in the adult hermaphrodite; siRNAs are the primary targets, and PUP-1 is primarily responsible for uridylation activity. PUP-2, PUP-3, and PUP-4 have fewer targets in these animals.

Several observations suggest a complex relationship among PUP enzymes in vivo. The increased tailing of certain sRNAs in *pup-2(0)*, *pup-3(0)*, and especially *pup-4(0)* mutants suggests that these 3 enzymes may limit U-tailing—perhaps by PUP-1—in at least some tissues. This may occur, for example, if they have lower activity than PUP-1 and delay its ability to access target RNAs. Another intriguing observation is that U-tailing is not completely abolished in the *pup-3(0); pup-4(0); pup-1/-2(0)* mutant, and therefore, another TENT presumably has 3′ uridylation activity in the absence of the PUPs. Studies in *Schizosaccharomyces pombe* and HEK293T cells similarly have observed residual uridylation in the absence of poly(U) polymerase activity, suggesting the work of another non-PUP/TUTase in those systems (Chung *et al.* 2019; Yang *et al.* 2022). Although in vitro evidence suggests many *C. elegans* TENTs preferentially add only A or U, Preston *et al.* (2019) observed a low level of nonpreferential tailing by some TENTs, as well as TENTs that commonly add more than 1 nucleotide type. Another consideration is that Preston *et al.* (2019) assayed U-tailing activity in a situation where a single TENT was expressed, and therefore, any interaction or interference among different TENTs would not have been observed.

### Developmental implications of PUP activity

Uridylation is implicated as regulating RNA stability by signaling turnover of mRNA and some sRNAs (Heo *et al.* 2008; Rissland and Norbury 2009; van Wolfswinkel *et al.* 2009; Ibrahim *et al.* 2010; Ren *et al.* 2012; Lim *et al.* 2014; Kim *et al.* 2015; Morgan *et al.* 2017, 2019; Chang *et al.* 2018; Yang *et al.* 2020, 2022), restabilizing mRNAs (e.g. in *Arabidopsis*) (reviewed by Łabno *et al.* 2016), and allowing mRNAs to remain dormant (e.g. in starfish oocytes and early embryos) (Ochi and Chiba 2016). Our data suggest that sRNA U-tailing in *C. elegans* promotes stability of some sRNAs and limits stability of others. Positively regulated sRNAs are predicted to target mRNAs encoding structural components of ribosomes or proteins otherwise associated with peptide biosynthesis. 

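In strains other than *pup-1(0)* and the quadruple mutant, siRNAs of ribosomal protein genes were lower where *pup-1* was lacking. Their median log2 fold change was -0.9 in the double mutant, with 18 of them lower and DA, and -0.84 in the triple mutant, with 15 lower and DA (two-sided Fisher's exact tests against the other siRNAs, adjusted p = 6.12e-04 and 0.0146). With total counts as the only scaling these medians were -1.02 and -0.62. Fisher's test treats the siRNAs as independent. The camera test of edgeR, which allows for their correlation, was applied only to *pup-1(0)* and the quadruple mutant, with an adjusted p of 0.113 in both. In *pup-2(0)*, *pup-3(0)* and *pup-4(0)* the medians were 0.05, -0.12 and -0.15, with a sign that changed with the scaling in *pup-2(0)* and *pup-4(0)*, and none of the siRNAs was DA. At an unadjusted p under 0.05, these 3 strains had 0, 2 and 2 lower siRNAs of the set.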

We find that sRNAs targeting ribosomal protein genes are also uridylated, and these sRNAs become less abundant in the absence of U-tailing. Previous work showed that *C. elegans* ribosomal siRNAs (risiRNAs), rRNAs, and sense rRNA fragments can be uridylated by PUP-1 and/or PUP-2 (Zhou *et al.* 2017; Wang *et al.* 2020; Wahba *et al.* 2021). Together, these data suggest uridylation functions in regulating the handoff from maternal to embryonic ribosomes. Negatively regulated sRNAs, in contrast, are predicted to target genes with a wider range of products including many linked to embryonic and postembryonic development. Since our sRNA samples were obtained from gravid adult hermaphrodites, we expect them to include oocyte sRNAs that direct gene expression in the early embryo. Uridylation that modulates stability of these sRNAs may promote the transition to embryonic gene expression.

One goal of this work was to gain insight into the *pup* mutant phenotype (Li and Maine 2018; Li *et al.* 2021). The profound effects on sRNA abundance in strains carrying *pup-1(0)* are likely to alter developmental gene expression, and subtle phenotypic differences in strains carrying mutations in 1 or more additional *pup* genes may reflect differences in sRNA U-tailing and abundance among these strains. In addition, direct effects on mRNA abundance are likely to feedback on sRNA production from mRNA templates. sRNA comparison with Illumina mRNA-seq data shows ∼66% of overlapping DA sRNAs and mRNA change abundance in the same direction (both increase or both decrease), consistent with feedback (Kelley LH and Maine EM, unpublished data). Relevant for understanding the complex PUP phenotypes, GO and tissue specificity analyses identified targets of misregulated sRNAs as genes with germline-enriched or ubiquitous expression whose products function in developmental processes and ribosome biogenesis. Future analysis of PUP targets at other developmental stages and in somatic tissues, e.g. individual neurons, may identify additional targets. *pup* mRNAs are expressed in multiple somatic cells and tissues, and numerous tissues express *pup-2*, *pup-3*, and/or *pup-4* but not *pup-1* mRNA (Hammarlund *et al*. 2018). The high proportion of germline sRNAs in our adult data sets may obscure important PUP-2, PUP-3, and PUP-4 functions in somatic cells and tissues.

Uridylation tends to correlate negatively with abundance of many sRNAs associated with CSR-1, VRSA-1, WAGO-4, ALG-3/-4, and SAGO-2—all of which have relatively high U-tailing frequency. In contrast, uridylation tends to correlate positively with abundance of many sRNAs associated with HRDE-1 and WAGO-1—both of which have relatively lower tailing frequency. These data suggest that uridylation may have different consequences for sRNA stability depending on the associated Argonaute proteins. Previous reports have implicated uridylation as modulating the interaction of shared sRNAs with competing Argonautes CSR-1 and WAGO-4 (de Albuquerque *et al.* 2015; Phillips *et al.* 2015; Xu *et al.* 2018). Our data are consistent with the model that uridylation can stabilize or destabilize sRNAs depending on their interacting Argonaute regardless of competition.

### mRNA uridylation in *C. elegans*

We identified a role for PUP-3 in adding 3′ uridine to nonpolyadenylated mRNAs in the adult hermaphrodite. Although our mRNA analysis was limited by technical issues, the data are consistent with PUP-3 having a distinct role in mRNA U-tailing not shared by other PUPs. The frequency of strict A-tails increased, and frequency of strict U-tails decreased in the absence of PUP-3. Tailing was not further altered in the *pup-3(0); pup-4(0); pup-1/-2(0)* mutant, consistent with single mutant data indicating that PUP-1, PUP-2, and PUP-4 are not individually essential for uridylating nonadenylated mRNAs. Nonetheless, changes in mRNA abundance are more pronounced in *pup-3(0); pup-4(0); pup-1/-2(0)* mutants than *pup-3(0)* mutants, perhaps due to major changes in the sRNA population in *pup-3(0); pup-4(0); pup-1/-2(0)* compared to *pup-3(0)* animals and/or reduced mRNA uridylation in the absence of PUP-1, PUP-2, and/or PUP-4 that we cannot detect with current *tailfindr* software. We look forward to future technical refinements that will allow better identification of mixed poly(A)+poly(U) tails and the PUP protein(s) responsible for their formation.

Overall, our data reveal changes in uridylation and composition of the *C. elegans* small RNAome and transcriptome in the adult hermaphrodite upon loss of individual and multiple poly(U) polymerases. Identification of PUP RNA targets and relative contributions of different PUPs to RNA modification provides a resource for future work investigating PUP activity in individual cells and tissues.

## Supplementary Material

iyae120_Supplementary_Data

## Data Availability

sRNA-seq and Nano3P-seq data sets are deposited in NCBI Gene Expression Omnibus (GEO) as GSE271566 and GSE271568. Supplemental material available at GENETICS online.

# Supplementary material for: Poly(U) polymerase activity in Caenorhabditis elegans regulates abundance and tailing of sRNA and mRNA
**Source:** Genetics. 2024 Jul 28;228(2):iyae120. doi: 10.1093/genetics/iyae120
**Supplement:** iyae120_Supplementary_Data

**Supplemental Methods**

**Bioinformatic analysis of sRNAs**

3’ adapters (‘5-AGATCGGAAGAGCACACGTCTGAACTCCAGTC-3’) were trimmed with cutadapt (RRID:SCR_011841); reads spanning 15-26 nt with a 3’ quality cutoff of 20 were retained using FastQC (RRID:SCR_014583) (Andrews 2010) and mapped to the *C. elegans* WS284 reference genome using HISAT2 (RRID:SCR_015530) (Kim *et al.* 2019). The resulting SAM files were converted to BAM and sorted using SAMTOOLS (RRID:SCR_002105) (Li *et al.* 2009). Small RNAs and their 3’ non-templated tails were identified with our smalldisco pipeline (Caldas *et al.* 2023; github.com/ianvcaldas/smalldisco). In brief, using the *C. elegans* WS272 canonical geneset GTF, miRNAs were selected from the ninth column (gene_biotype) and converted into a BED file using BEDOPS’ *gtf2bed* (RRID:SCR_012865) (Neph *et al.* 2012). This process was repeated for piRNAs. Using the tail command in the smalldisco pipeline, 3’ tails on miRNAs and piRNAs were identified using the sense and antisense read parameter (Chou *et al.* 2015). For siRNAs, the sirna mode in smalldisco was used to identify reads that mapped antisense to CDS regions; we defined siRNAs by the gene to which they map antisense. This list of siRNAs was input for the smalldisco tail mode to identify 3’ tails, using the antisense only parameter.

For the sRNA abundance cutoff in our uridylation analysis, we selected sRNAs with a minimum count of 50 CPM in a worthwhile number of samples using edgeR::filterByExpr() with a min.count = 50 (RRID:SCR_012802) (Robinson *et al.* 2010), unless otherwise noted.

For transposon analysis, sRNA-seq libraries were mapped using STAR (RRID:SCR_004463) (Dobin *et al.* 2013) with parameters --outFilterMultimapNmax 100 and --winAnchorMultimapNmax 100 to account for multi-mapping reads. Mapped reads and a transposon GTF (*ce11_rmsk_TE.gtf*;<https://labshare.cshl.edu/shares/mhammelllab/www-data/TEtranscripts/>, compiled by Molly Hammell’s lab) were supplied to smalldisco to identify siRNAs that map to transposons.

**Nano3P-seq, reagents, and data analysis**

To calibrate *tailfindr* to distinguish poly(U) and poly(A)+poly(U) from poly(A) sequences, we generated tail standards containing 3’ poly(U) or poly(A)+poly(U) sequences of different lengths (Krause *et al.* 2019). We constructed a series of plasmids containing a common 5’ sequence (~480 nt) obtained from plasmid pJJR82 (RRID:Addgene_75027) to act as a mock mRNA with varying 3’ sequences with different numbers of As, Ts, and A+Ts. We designed a forward primer complementary to pJJR82 that contained a restriction site and a series of reverse primers containing sequences complementary to pJJR82, the mock “tail,” and a restriction site. Long reverse primers were obtained from Invitrogen (25 nmole, single-stranded) or IDT (4 nmole Ultramer DNA Oligo, single-stranded) for a total of 11 tail standards (Files S1, S2). Amplification reactions were performed with Q5 High-Fidelity DNA Polymerase. A single 3’ adenine was added to purified amplification products using Taq; products were ligated to pGEM-T vector and transformed into DH5-alpha *E. coli*. Colony PCR was used to identify successfully ligated products; plasmids were purified, and their sequences verified with Sanger sequencing. To isolate sequences for *tailfindr* calibration, the mock RNA + tail sequences were excised from their plasmid backbone using the terminal restriction sites, and single-stranded ends were removed with mung bean nuclease (NEB, M0250S). Excised fragments (tail standards) were gel purified for sequencing with the ONT Ligation Sequencing Kit (SQK-LSK110). All 11 standards were pooled into one sequencing run. Sequencing data were used to train *tailfindr* to detect poly(U) and poly(A)+poly(U) tails. See supplementary File S2 for tail standard sequences and File S3 for our synthesis protocol.

To generate libraries for mRNA sequencing, rRNA was depleted from total RNA preparations using an RNase H method designed for *C. elegans* (Duan *et al.* 2020). For each replicate, rRNA was depleted from 10 µg of total RNA, which yielded 100-200 ng of rRNA-depleted RNA to use for library preparation.  See supplementary File S4 for our modified library preparation protocol.

FAST5 files were basecalled using *guppy_basecaller*. No trim strategy was specified to retain the 3’ adapter for *tailfindr* to identify 3’ tails (Krause *et al.* 2019; Niazi *et al.* 2021). Sequence quality was assessed with NanoPlot (RRID:SCR_024128) (De Coster *et al.* 2018). FAST5 files were demultiplexed with ONT FAST5 API software using the *demux_fast5* command (https://github.com/nanoporetech/ont_fast5_api) and were used as input to identify tails using *tailfindr*. To annotate reads, FASTQ files were demultiplexed with *guppy_barcoder* and mapped to the *C. elegans* transcriptome (RefSeq GCF_000002985.6) using Minimap2 (RRID:SCR_018550) (Li 2018). These SAM files and the results from the tail identification step were used to annotate the tails by gene. Details of the *tailfindr* pipeline can be found on GitHub under the polyu branch (https://github.com/adnaniazi/tailfindr/tree/polyu). The resulting counts tables were used for analysis. For differential abundance analysis, mRNAs that passed the edgeR::filterByExpr() function with a min.count = 10 were used (Robinson *et al.* 2010).

List of packages and versions:

cutadapt

FastQC

HISAT2

SAMTOOLs

BEDOPS

edgeR (v3.36.0)

STAR (v2.7.9)

guppy_basecaller (v4.4.2)

NanoPlot (v1.32.1)

ONT FAST5 API software, *demux_fast5* (v4.1.1)

*guppy_barcoder* (v4.4.2)

Minimap2 (v2.17)

EDASeq (v2.28.0)

RUVseq (v1.28.0)

**Supplemental Literature cited**

Andrews S. 2010. FastQC: a quality control tool for high throughput sequence data.<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>.

Caldas IV, Kelley LH, Ahmed-Braimah YH, Maine EM. 2023. smalldisco, a pipeline for siRNA discovery and 3′ tail identification. G3. 13:jkad092.doi:10. 1093/g3journal/jkad092.

Chou M-T, Han BW, Hsiao C-P, Zamore PD, Weng Z, Hung J-H. 2015. Tailor: a computational framework for detecting non-templated tailing of small silencing RNAs. Nucleic Acids Res. 43:e109. doi:10.1093/nar/gkv537.

De Coster W, D’Hert S, Schultz DT, Cruts M, Van Broeckhoven C. 2018. NanoPack: visualizing and processing long-read sequencing data. Bioinformatics. 34:2666–2669. doi:10.1093/bioinformatics/bty149.

Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21. doi:10.1093/bioinformatics/bts635.

Duan Y, Sun Y, Ambros V. 2020. RNA-seq with RNase H-based ribosomal RNA depletion specifically designed for *C. elegans*. MicroPub Biol. doi:10.17912/micropub.biology.000312.

Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. 2019. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotech. 37:907–915. doi:10.1038/s41587-019-0201-4.

Krause M, Niazi AM, Labun K, Cleuren YNT, Müller FS, Valen E. 2019. *tailfindr*: alignment-free poly(A) length measurement for Oxford Nanopore RNA and DNA sequencing. RNA. 25:1229–1241. doi:10.1261/rna.071332.119.

Li H. 2018. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 34:3094–3100. doi:10.1093/bioinformatics/bty191.

Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 25:2078–2079. doi:10.1093/bioinformatics/btp352.

Neph S, Kuehn MS, Reynolds AP, Haugen E, Thurman RE, Johnson AK, Rynes E, Maurano MT, Vierstra J, Thomas S, Sandstrom R, Humbert R, Stamatoyannopoulos JA. 2012. BEDOPS: high-performance genomic feature operations. Bioinformatics. 28:1919–1920. doi:10.1093/bioinformatics/bts277.

Niazi AM, Krause M, Valen E. 2021. Transcript isoform-specific estimation of poly(A) tail length by Nanopore sequencing of native RNA. Bioinformatics, Methods in Molecular Biology. New York, NY: Springer US. pp. 543–567. doi:10.1007/978-1-0716-1307-8_30.

Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 26:139–140. doi:10.1093/bioinformatics/btp616.

Vieux K-F, Prothro KP, Kelley LH, Palmer C, Maine EM, Veksler-Lublinsky I, McJunkin K. 2021. Screening by deep sequencing reveals mediators of microRNA tailing in *C. elegans*. Nucleic Acids Res. 49:11167–11180. doi:10.1093/nar/gkab840.

# Supplementary material for: Poly(U) polymerase activity in Caenorhabditis elegans regulates abundance and tailing of sRNA and mRNA
**Source:** Genetics. 2024 Jul 28;228(2):iyae120. doi: 10.1093/genetics/iyae120
**Supplement:** iyae120_Supplementary_Data

**Tail Standards: Plasmid Construction and Nanopore Sequencing**

All standards were built from pJJR82 to create a sequence that would be “carrier mRNA” for the tails, but any template can be used. XbaI restriction site was incorporated in order to estimate tail size when cut, but sequencing has demonstrated that accuracy is high and this step is not necessary.

*Plasmid Design*

Design the reverse primer with a restriction site at the 5’ end (3’ on the reverse complement) that leaves behind only the poly(A) or (T) tail of the resulting forward strand. The same restriction site is added to the 5’ end of the forward primer, unless already present within the selected region of pJJR82, so that the final cut product is 400 – 500 bp. Avoid portions of pJJR82 with multiple cut sites for that restriction enzyme. The forward primer should have a T_m_ of 51^o^C ± 5^o^C to match M13 Reverse primer for colony PCR screening.

Standards ending in poly(A) on forward strand:

Forward primer: Reverse primer:

5’-[SpeI match pJJR82]-3’ 5’[SpeI polyT tail XbaI match pJJR82]-3’

Example: poly(A)_30_

Forward primer:

ACTAGTAATCATGTCACTTTACCAC

Reverse primer:

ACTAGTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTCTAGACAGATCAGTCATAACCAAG

Amplified product:

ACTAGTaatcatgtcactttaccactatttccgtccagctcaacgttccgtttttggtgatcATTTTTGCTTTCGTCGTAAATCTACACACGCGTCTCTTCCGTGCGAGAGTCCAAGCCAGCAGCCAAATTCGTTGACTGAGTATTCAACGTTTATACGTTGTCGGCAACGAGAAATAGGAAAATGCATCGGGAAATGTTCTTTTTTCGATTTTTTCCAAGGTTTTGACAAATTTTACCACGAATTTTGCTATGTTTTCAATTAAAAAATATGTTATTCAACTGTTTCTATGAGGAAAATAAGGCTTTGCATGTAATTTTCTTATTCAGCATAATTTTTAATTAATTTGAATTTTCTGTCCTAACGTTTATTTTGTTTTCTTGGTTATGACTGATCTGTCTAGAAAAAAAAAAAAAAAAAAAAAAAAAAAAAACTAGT

Standards ending in poly(T) on forward strand:

Forward primer: Reverse primer:

5’-[match pJJR82]-3’ 5’[DraI polyA tail XbaI match pJJR82]-3’

Example: poly(T)_10_

Forward primer:

GAGGTTGATGGATTCAG

Reverse primer:

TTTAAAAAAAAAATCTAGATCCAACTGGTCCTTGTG

Amplified product:

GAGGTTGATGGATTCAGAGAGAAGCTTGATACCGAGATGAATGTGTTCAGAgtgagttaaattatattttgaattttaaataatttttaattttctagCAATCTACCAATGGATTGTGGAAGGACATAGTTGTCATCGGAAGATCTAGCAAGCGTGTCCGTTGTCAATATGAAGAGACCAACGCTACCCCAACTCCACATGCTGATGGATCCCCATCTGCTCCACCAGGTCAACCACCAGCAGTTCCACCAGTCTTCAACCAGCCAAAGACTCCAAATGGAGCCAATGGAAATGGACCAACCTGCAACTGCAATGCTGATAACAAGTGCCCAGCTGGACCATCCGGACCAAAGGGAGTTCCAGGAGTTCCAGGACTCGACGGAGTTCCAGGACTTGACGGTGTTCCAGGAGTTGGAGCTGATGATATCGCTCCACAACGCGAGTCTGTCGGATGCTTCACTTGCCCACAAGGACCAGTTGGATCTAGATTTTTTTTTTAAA

**Plasmid Construction**

**Day 1**

*Plasmid Inserts*

1. Calculate the annealing temperatures of the forward and reverse primers using NEB’s T_m_ Calculator for Q5 High-Fidelity DNA Polymerase, and a primer concentration of 400 nM. Only enter the portion of the primer sequences matching pJJR82.
2. Run the following PCR reaction with three parallel 50 µl reactions:

|  | x1 | x3 |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Reagent** | **Volume (µl)** | |  |  | | **PCR** |  |
| 5x Q5 buffer | 10 | 30 |  | Cycles | | Temperature (^o^C) | Time |
| pJJR82, 70 ng/µl (10fmol/µl) | 1 | 3 |  | 1 |  | 98 | 30 sec |
| dNTP (10 mM) | 1 | 3 |  |  |  | 98 | 10 sec |
| Forward primer (10 µM) | 1 | 3 |  | 9 |  | From T_m_ Calculator | 30 sec |
| Reverse primer (10 µM) | 1 | 3 |  |  |  | 72 | 30 sec |
| Q5 polymerase | 0.5 | 1.5 |  | 1 |  | 72 | 2 min |
| H_2_O | 36 | 106.5 |  |  |  |  |  |
| **Final Volume:** | **50** | **150** |  |  |  |  |  |
| *Note: If using a different plasmid template, keep concentration at 10 fmol/µl (might not be 70 ng/µl)* | | |  |  |  |  |  |

1. Check PCR product on a 1% agarose gel. If a band is visible (even faintly), proceed. Otherwise, the annealing temperature may need to be optimized.
2. Load remaining product onto a 1% agarose gel for extraction. Cut the appropriate band from the gel, purify using the Monarch DNA Gel Extraction Kit (NEB, Cat. #T1020), and elute in 9 µl dH_2_O. Check concentration on a NanoDrop using 1 µl of product. Concentrations as low as 5 ng/µl may still work well.

*Note: If the concentration is at least 20 ng/µl, remove 80 ng and dilute in dH_2_O to a total volume of 7.8 µl. The remaining purified product can be stored at 4^o^C and used again if the ligation fails (potentially at a higher concentration). Product cannot be stored after A-tailing.*

*Ligation*

1. Set up the following A-tailing reaction:

| **Reagent** | **Volume (µl)** |
| --- | --- |
| Purified PCR product | 7.8 |
| 10x Taq buffer | 1 |
| dATP (10 mM) | 1 |
| Taq polymerase | 0.2 |
| **Final Volume:** | **10** |

1. Incubate at 72^o^C for 20 minutes. Drop temperature to 4^o^C and proceed immediately to the next step.

*Note: A starting molar ratio of at least 3:1 insert:vector is recommended for ligation. Most inserts for this protocol are ~0.5 kb and the pGEM-T Vector is 3.0 kb. Under those parameters, a 3:1 molar ratio will be 25 ng of insert per 50 ng vector, or 8 ng/µl. The A-tailed product should already meet this requirement. If ligation is unsuccessful, a ratio as high as 8:1 can be tested.*

1. Set up the following ligation reaction:

| **Reagent** | **Volume (µl)** |
| --- | --- |
| A-tailed product | 3 |
| 2x ligation buffer | 5 |
| pGEM-T Vector (50 ng/µl) | 1 |
| T4 DNA ligase | 1 |
| **Final Volume:** | **10** |

1. Incubate overnight (18 – 24 hours) at 4^o^C.

**Day 2**

*Primer Optimization*

*Note: The purpose of this step is to select an optimal annealing temperature for colony PCR using Taq polymerase and can be completed any time before Day 3. Although only the forward primer will be used for colony PCR (paired with M13 reverse primer), M13 is located within pGEM-T and cannot be tested here. However, M13 is already known to anneal well from at least 50^o^ – 55^o^C. Pairing an internal forward primer with an external reverse primer verifies proper insert orientation.*

1. Set up the following PCR reaction, dividing into six identical 25 µl reactions:

|  | x1 | x6 |  |  |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Reagent** | **Volume (µl)** | |  |  | | **PCR** |  |
| 10x Taq Buffer | 2.5 | 15 |  | Cycles | | Temperature (^o^C) | Time |
| pJJR82 (2 ng/µl) | 0.5 | 3 |  | 1 |  | 95 | 2 min |
| dNTP (10 mM) | 0.5 | 3 |  |  |  | 95 | 30 sec |
| Forward primer (10 µM) | 0.5 | 3 |  | 30 |  | 50 – 60* | 30 sec |
| Reverse primer (10 µM) | 0.5 | 3 |  |  |  | 72 | 30 sec |
| Taq polymerase | 0.1 | 0.6 |  | 1 |  | 72 | 2 min |
| H_2_O | 20.4 | 122.4 |  | *test in 2^o^C increments | | | |
| **Final Volume:** | **25** | **150** |  |  |  |  |  |
|  |  |  |  |  |  |  |  |

1. Check PCR reactions on a 1% agarose gel. Choose the optimal temperature to be used for colony PCR (Day 3).

*Transformation*

1. Thaw 50 µl DH5-α or other chemically competent cells on ice. Add ligation product and tap or pipette to mix (do not vortex). Hold on ice for 30 minutes.
2. Heat shock at 42^o^C for 1 minute. Immediately move to ice and hold for 10 minutes.
3. Add 350 µl LB or SOC. Incubate at 37^o^C with agitation for 30 – 90 minutes.
4. Meanwhile, prepare two selection plates by spreading 25 µl Ampicillin (100 mM), 40 µl IPTG (100 mM), and 40 µl X-Gal (20 mg/ml) evenly onto each LB plate. When dry, store one plate at 4^o^C to use the following day.

*Note: IPTG/X-Gal is used to distinguish ligation products with inserts from those with self- ligated ends. Self-ligation results in a functional β-galactosidase gene, which allows the bacteria to break down X-Gal and form a blue pigment. White colonies are more likely to have an insert while blue colonies are not. However, the disruption is a frameshift and therefore blue colonies may still contain the correct insert if the β-galactosidase gene remains in-frame.*

1. Spread transformation product evenly onto the second plate. Incubate overnight (at least 18 – 20 hours) at 37^o^C.

**Day 3**

*Colony Selection*

1. Set up colony PCR. Remove the second LB/Amp^+^/IPTG/X-Gal plate from 4^o^C and draw a numbered grid on the underside. This will be used to sub-culture (“patch”) colonies picked from the transformation plate. Additionally, prepare PCR strip tubes with corresponding numbers, each containing 30 µl of water. Positive results vary; initially testing 20 colonies is recommended.
2. Using a sterile pipette tip set to 25 µl, dab a single white colony from the transformation plate. Next, lightly touch the end of the tip to one grid box of the patch plate. Dip the end of the same tip into the corresponding PCR tube and pipette up and down 20 times. Discard the pipette tip. Close each cap after pipetting to avoid mix-ups.
3. Move the patch plate to 37^o^C for at least 6 hours or until colonies are clearly visible.
4. Lyse the bacteria by heating the PCR tubes to 95^o^C for 5 minutes. Bring temperature down to 4^o^C before proceeding.
5. Run the following PCR reaction for each sample using the same forward primer used to make the Standard:

|  | x1 | x21 |  |  |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Reagent** | **Volume (µl)** | |  |  | | **PCR** |  |
| 10x Taq Buffer | 2.5 | 52.5 |  | Cycles | | Temperature (^o^C) | Time |
| dNTP (10 mM) | 0.5 | 10.5 |  | 1 |  | 95 | 2 min |
| Forward primer (10 µM) | 0.5 | 10.5 |  |  |  | 95 | 30 sec |
| M13 Reverse primer (10 µM) | 0.5 | 10.5 |  | 30 |  | Varies* | 30 sec |
| Taq polymerase | 0.1 | 2.1 |  |  |  | 72 | 40 sec |
| H_2_O | 10.9 | 228.9 |  | 1 |  | 72 | 2 min |
| Lysed template | 10.0 | --- |  | *selected from *Primer Optimization* step | | | |
| **Final Volume:** | **25** | **315** |  |  |  |  |  |
|  |  |  |  |  |  |  |  |

1. Check PCR reactions on a 1% agarose gel. Presence of a band at ~500 – 700 bp indicates an insert with the correct orientation.

*Note: If no positive colonies are identified, re-test using another 10 µl of lysate and the forward and reverse primers used to create the insert. Presence of a band indicates that the ligation was likely successful but in the wrong orientation. Steps 4 – 8 can be repeated with additional colonies from the same transformation plate. If no bands are present, repeat ligation at a higher or lower molar ratio.*

1. When colonies are visible on the patch plate (6+ hours), pick candidates into 3 ml liquid LB/Amp^+^ using a sterile toothpick. Incubate overnight (15 – 18 hours) at 37^o^C on a shaker. The patch plate can be returned to 37^o^C overnight for larger colonies or stored at 4^o^C.

**Day 4**

*Plasmid Isolation and Verification*

1. Centrifuge cultures at max speed (3,200 rpm) for 4 minutes. Pour off liquid.
2. Collect plasmids using the Monarch Plasmid Miniprep Kit (NEB, Cat. #T1010) following manufacturer’s instructions*. Elute in 30 µl dH_2_O. Check concentration on a NanoDrop.

**To increase yield, it is recommended that the supernatant be mixed 1:1 with 95% ethanol following the 2 – 5 minute spin, just before loading onto the column.*

1. Verify the correct size of insert and presence of cut sites by digesting* plasmids either for 1 hour or overnight^†^:

|  | **Volume (µl)** | |
| --- | --- | --- |
| **Reagent** | 1 hour | Overnight |
| Plasmid (200 – 500 ng/µl) | 1 | 1 |
| 10x CutSmart buffer | 1 | 1 |
| DraI or SpeI restriction enzyme | 1 | 0.1 |
| dH_2_O | 7 | 7.9 |
| **Final Volume:** | **10** | **10** |

**Digest with SpeI for standards ending in poly(A) and DraI for standards ending in poly(T)*

^†^*Overnight digestion is recommended in order to save enzyme, but a 1 hour digestion can be used if sending plasmids for sequencing the same day*

1. Prepare candidate plasmids for sequencing:

- 50 ng plasmid in 10 µl dH_2_O for each tube (use strip tubes)
- Two replicate tubes per candidate, each to be sequenced with either M13F or M13R primer
- Label tubes “XX1, XX2, XX3…”

1. Go to the GENEWIZ website and fill out the Sample Submission form using the example below. Keep all parameters the same except DNA Name.

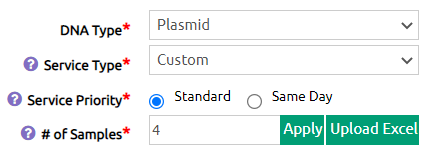

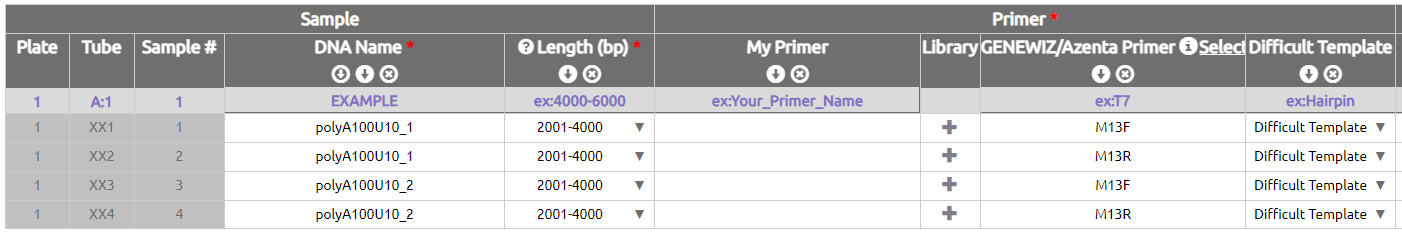

1. When results are available, verify the correct sequence using the BLAST multiple sequence alignment. If any bases do not match, double check the GENEWIZ trace file for both the forward and reverse sequencing. Results are typically available within two days of submission.
2. Pick confirmed colonies from the patch plate onto an LB/Amp^+^ plate. Store at 4^o^C.

**Standard Purification**

**Day 1**

*Plasmid Digestion*

1. Prepare four tubes each with 3 ml of LB/Amp^+^. Pick individual colonies from the streak plate into the tubes. Incubate overnight (15 – 18 hours) at 37^o^C on a shaker.

**Day 2**

1. Centrifuge cultures at max speed (3,200 rpm) for 4 minutes. Pour off liquid.
2. Collect plasmids using the Monarch Plasmid Miniprep Kit (NEB, Cat. #T1010) following manufacturer’s instructions*. Pool samples by spinning all four preps through the same column, one at a time. Elute twice in 15 µl dH_2_O for a total of 30 µl. Check concentration on a NanoDrop.

**To increase yield, it is recommended that the supernatant be mixed 1:1 with 95% ethanol following the 2 – 5 minute spin, just before loading onto the column.*

1. Adjust the plasmid concentration to 500 ng/µl. Set up the following reaction and incubate overnight (15 – 24 hours) at 37^o^C:

|  | **Volume (µl)** | |
| --- | --- | --- |
| **Reagent** | poly(A) tail | poly(T) tail |
| Plasmid (500 ng/µl) | 42.5 | 42.5 |
| 10x CutSmart buffer | 5 | 5 |
| SpeI restriction enzyme | 2.5 | --- |
| DraI restriction enzyme | --- | 2.5 |
| **Final Volume:** | **50** | **50** |

**Day 3**

1. Confirm digestion by diluting 1 µl of product into 9 µl of water and loading 1 µl onto a 1% agarose gel. Include an undigested plasmid control (500 ng/µl), 0.5 µl diluted in 9.5 µl of water and 1 µl loaded onto the gel. Product can be used even if a small amount of plasmid remains undigested.

For poly(T) standards, proceed to Step 7.

1. Inactive SpeI by incubating tube at 80^o^C for 20 minutes. Reduce temperature to 21^o^C before proceeding.
2. Add 2 µl Mung Bean Nuclease, pipetting up and down to mix. Incubate at 30^o^C for 30 minutes.

*Standard Purification*

1. Add 50 µl dH_2_O and 20 µl 6x loading dye to the tube and load onto a 1% agarose gel. Run at 100 V for 45 minutes.
2. Cut the band (~400 – 500 bp) from the gel on a UV box, working quickly to minimize UV exposure that may lead to mutations in the DNA.
3. Purify the DNA from the gel slice using the Monarch DNA Gel Extraction Kit. Elute twice in 25 µl for a total volume of 50 µl.
4. Store purified DNA at -20^o^C. Standard can now be used directly with the Nanopore Ligation Sequencing Kit (SQK-LSK110).

**Library Preparation protocol for Nano3P-Seq**

*The library preparation protocol below is modified from Begik et al. (2023) and the ONT Direct cDNA Sequencing – native barcoding (SQK-DCS109 with EXP-NBD104 and EXP-NBD114) protocols.*

Materials and consumables required:

- Direct cDNA Sequencing Kit (SQK-DCS109)
  - Components used in this protocol:
    - WSB, EB, SQB, LB 🡨 These reagents are not unique to this kit.
  - Components **not** used in this protocol:
    - SQT, SSP (our SSP is the D_DNA/R_RNA hybrid oligo), PR2, VNP (our custom VNP is CompA_DNA)
- 0.5M NaCl (sterile filtered)
- 0.1M Tris-Cl, pH7.5 (sterile filtered)
- RNase Inhibitor, Murine (NEB, M0314)
- Nuclease-free water
- 5x TGIRT reaction buffer (sterile filtered)
  - 2.25 M NaCl
  - 25 mM MgCl_2_
  - 100 mM Tris-HCl, pH 7.5
- 0.1M DTT
- TGIRT™-III Enzyme (InGex or Fisher Scientific)
- 10mM dNTPs
- RNase Cocktail Enzyme Mix (Thermo Fisher)
- AMPure XP beads (Beckman Coulter, A63880)
- Freshly prepared 70% ethanol in nuclease-free water
  - Each sample uses a total of 600 µL 70% ethanol throughout the whole protocol
- dH_2_O
- Blunt/TA Ligase Master Mix (NEB, M0367)
- NEBNext Quick Ligation Module (E6056)
  - Comes with 5x Quick Ligation Reaction Buffer (B60580) and Quick T4 DNA Ligase (E6057)
- Native Barcoding Expansion 1-12 (PCR-free) (ONT, EXP-NBD104)
  - Comes with Adapter Mix II Expansion (EXPAMII001)
- Flow Cell Priming Kit (ONT, EXP-FLP001)
  - Contains Flush Buffer (FB) and Flush Tether (FLT)
- Qubit and Qubit ssDNA Assay Kit (Q10212)

Oligos required:

| **Oligo Name** | **Stock**  **Concentration** | **Sequence** |
| --- | --- | --- |
| D_DNA | 100µM | /5Phos/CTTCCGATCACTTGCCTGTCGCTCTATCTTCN |
| R_RNA | 100µM | rGrArArGrArUrArGrArGrCrGrArCrArGrGrCrArArGrUrGrArUrCrGrGrArArG/3SpC3/ |
| CompA_DNA | 100µM | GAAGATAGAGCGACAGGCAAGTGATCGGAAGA |

CompA_DNA can be ordered from Invitrogen (desalt, 25N synthesis scale).

D_DNA can be ordered from IDT (desalt, 25 nmole).

R_RNA can be ordered from IDT (desalt, 100 nmole, resuspended in nuclease-free water and stored in aliquots at -80°C).

**1. Preannealing of the oligos**

We need pre-anneal R_RNA and D_DNA oligos in order to be able to initiate template switching.

- In a PCR tube, add the following and pipette up/down to mix:

| **Reagent** | **Initial Concentration** | **Volume** | **Final Concentration** |
| --- | --- | --- | --- |
| R_RNA | 100 µM | 1 µL | 10 µM |
| D_DNA | 100 µM | 1 µL | 10 µM |
| Tris-Cl, pH7.5 | 0.1 M | 1 µL | 0.01 M |
| NaCl | 0.5 M | 1 µL | 0.05 M |
| RNase Inhibitor, Murine (NEB) | 40 U/µL | 0.5 µL | 20 U |
| Nuclease-free H_2_O | --- | 5.5 µL | --- |
| TOTAL | --- | 10 µL | --- |

*10 µL of pre-annealed oligos is enough for 4 samples.*

- Heat the mixture for 94°C for 1 mins and ramp down to RT at 0.1°C/s (in a preheated thermocycler) (~15 minutes).

**2. Reverse Transcription**

- In a PCR tube, add the following and pipette up/down to mix:

| **Reagent** | **Initial Concentration** | **Volume** | **Final Concentration** |
| --- | --- | --- | --- |
| 5x reaction buffer | 2.25 M NaCl  25 mM MgCl_2_  100 mM Tris-HCl, pH 7.5 | 4 µL | 450 mM NaCl  5 mM MgCl_2_  20 mM Tris-HCl, pH 7.5 |
| DTT | 0.1 M | 1 µL | 5 mM |
| Pre-annealed oligos | 10 µM | 2 µL | 1 µM |
| rRNA-depleted RNA | varies | Up to 10 µL | 50-100 ng |
| TGIRT | 200 U/µL | 1-2µL | 500 nM – 1,000 nM |
| RNase Inhibitor, Murine | 40 U/µL | 1 µL | 40 U |
| **TOTAL** | --- | **19 µL** | --- |

| **Reagent** | **Volume (µL)** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| 5x reaction buffer | 4 |  |  |  |  |  |
| DTT (0.1M) | 1 |  |  |  |  |  |
| Pre-annealed oligos | 2 |  |  |  |  |  |
| rRNA-depleted RNA | Up to 10 |  |  |  |  |  |
| TGIRT | 1-2 |  |  |  |  |  |
| RNase Inhibitor, Murine | 1 |  |  |  |  |  |
| **TOTAL** | **19** |  |  |  |  |  |

- Pre-incubate at room temperature for 30 minutes, then add **1 µL of 10 mM dNTPs.**
- Incubate at 60°C for 1 hour (in thermocycler).
- Inactivate the enzyme by incubating at 75°C for 15 mins.
- Move reaction to ice for ≥2 minutes.

**3. RNase treatment**

- Add 1.5 µL RNase Cocktail Enzyme Mix each tube. Mix by pipetting up/down with A P20 set to 10 µL.
- 37°C 10 minutes incubation (in thermocycler).
- Move reaction to ice for ≥2 minutes.

**4. Cleanup using Ampure XP Beads**

- Transfer reaction to 1.5mL tube.
- Resuspend the beads by vortexing for 30 seconds.
- Mix the samples with the 17 µL beads.
  - This is 0.8X, which keeps everything above 150bp (good for getting rid of adapters).
- Mix the beads by pipetting up/down 8 times.
- Incubate 10 minutes at RT. Place it on the magnet for 1 minute. Remove the supernatant.
- Add 70% freshly prepared 200 µL ethanol to the tube while the tube is on the magnet.
- Incubate for 30 seconds at room temperature. Remove the ethanol completely by spinning down (15 seconds, placing back it on magnet, and removing residual ethanol.
- Air-dry the pellet on the magnet for maximum 1 minute, do not let it dry out completely!
- Resuspend the beads in 17 µL dH_2_O while off of the magnet.
- Incubate for 10 minutes at RT.
- Place the beads on magnet for 1 minute.
- Transfer 16 µL supernatant into a new PCR tube.
  - I recommend transferring 16 µL to avoid drawing up beads in the last 1 µL.
- Quantify 1 μL of eluted sample using a Qubit fluorometer with the ssDNA reagents.
  - Goal yield: 70-200 ng

| **Sample** |  |  |  |
| --- | --- | --- | --- |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |

**5. Annealing of Complementary DNA to VNP Oligo**

This step is essential to have a double-stranded DNA oligo with an A overhang, which will initiate the ligation to the adapter

- To the tube containing the cDNA from step 4, add:

| **Reagents** | **Initial Concentration** | **Volume** | **Final Concentration** |
| --- | --- | --- | --- |
| cDNA | --- | 15 µL | --- |
| Tris-Cl, pH 7.5 | 0.1M | 2.25 µL | 0.01 M |
| NaCl | 0.5M | 2.25 µL | 0.05 M |
| CompA_DNA | 100 µM | 1 µL | 4.4 µM |
| dH_2_O | --- | 2 µL | --- |
| Total | --- | 22.5 µL | --- |

- Mix by pipetting up/down.
- Heat the mixture for 90°C for 1 mins and ramp down to RT at 0.1°C/s (in a preheated thermocycler).

Follow the Barcode Ligation and AMII Ligation steps from the *Direct cDNA sequencing - native barcoding (SQK-DCS109with EXP-NBD104 and EXP-NBD114), Version: DCB_9091_v109_revQ_14Aug2019, Last update: 05/07/2022* protocol.

**Direct cDNA sequencing**

Native barcoding (SQK-DCS109 with EXP-NBD104)

Barcode ligation

1. Transfer each sample to a 1.5mL tube. Then, add the reagents in the order given below:
   - 22.5µL cDNA-complement mix
   - 2.5µL Native Barcode
   - 25µL Blunt/TA Ligase Master Mix
2. Pipette up/down 10 minutes to mix.
3. Incubate the reactions for 10 minutes at RT.
4. Resuspend the AMPure XP beads by vortexing.
5. Add 50µL of resuspended AMPure XP beads to the reaction and mix by pipetting.
6. Incubate on a Hula mixer (rotator mixer) for 5 minutes at RT.
7. Spin down the sample (if necessary) and pellet on a magnet for 2 minutes. Keep the tube on the magnet and pipette off the supernatant.
8. Keep the tube on the magnet and wash the beads with 200µL of freshly prepared 70% ethanol without disturbing the pellet. Remove the ethanol using a pipette and discard.
9. Repeat the previous step.
10. Spin down and place the tube back on the magnet. Pipette off any residual 70% ethanol. Briefly allow to dry (2-3 minutes).
11. Remove the tube from the magnetic rack and resuspend the pellet in 26µL nuclease-free water. Incubate for 2 minutes at RT.
12. Pellet the beads on the magnet until the eluate is clear and colorless (2 minutes).
13. Remove and retain 26µL of eluate into a clean 1.5mL Eppendorf DNA LoBind tube.
14. Quantify 1µL of eluted sample on a Qubit fluorometer.
    - Use ssDNA reagents.
    - Goal = >50fol (7.4ng total) or 0.296 ng/µL in 25µL)
15. Pool the barcoded samples at the desired ratio to a final volume of 65μl in a 1.5mL Eppendorf DNA LoBind tube. Aim for as high a concentration as possible which does not exceed 200 fmol total. If the total volume is >65μl, perform a 2.5x AMPure clean up and elute in 65 μl of nuclease free water.

Adapter Ligation

1. Thaw Wash Buffer (WSB), Elution Buffer (EB), and NEBNext Quick Ligation Reaction Buffer (5x) at RT, mix by vortexing, spin down and place on ice. Check the contents of each tube are clear of any precipitate.
2. Spin down the T4 Ligase and the Adapter Mix II (AMII), and place on ice.
3. Check that the contents of each tube are clear of any precipitate and are thoroughly mixed before setting up the reaction.
   - - Check that there is no precipitate present (DTT in the Blunt/TA Master Mix, if used, can sometimes form a precipitate).
     - Spin down briefly before accurately pipetting the contents into the reaction.
4. Taking the pooled and barcoded DNA, perform the adapter ligation as follows, mixing by flicking the tube between each sequential addition:
   - - 65µL 200 fmol pooled barcoded sample
     - 5µL Adapter Mix II (AMII)
     - 20µL NEBNext Quick Ligation Reaction Buffer (5x)
     - 10µL Quick T4 DNA Ligase
5. Mix gently by flicking the tube and spin down.
6. Incubate the reaction for 10 minutes at RT.
7. Resuspend the AMPure XP beads by vortexing.
8. Add 50µL of resuspended AMPure XP beads to the reaction and mix by pipetting.
9. Incubate on a Hula mixer (rotator mixer) for 5 minutes at RT.
10. Place on magnetic rack, allow bead to pellet and pipette off supernatant.
11. Add 140µL of the Wash Buffer (WSB) to the beads. Close the tube lid and resuspend the beads by flicking the tube (spin down for 5 seconds). Return the tube to the magnetic rack, allow bead to pellet and pipette off the supernatant.
12. Repeat the previous step.
13. Spin down and place the tube back on the magnet. Pipette off any residual supernatant. Allow to dry for ~30 seconds, but do not dry the pellet to the point of cracking.
14. Remove the tube from the magnetic rack and resuspend the pellet in 13µL of Elution Buffer (EB).
15. Incubate on a Hula mixer (rotator mixer) for 10 minutes at RT.
16. Pellet the beads on the magnet until the elualte is clear and colorless.
17. Remove and retain 13µL of eluate into a clean 1.5mL Eppendorf DNA LoBind tube.
    - - Quantify 1µL of eluted sample using a Qubit fluorometer and the ssDNA reagents.
      - Goal = 60ng

*The prepared library is used for loading onto the flow cell. Store the library on ice until ready to load.*

Priming and loading the SpotON flow cell

1. Thaw the Sequencing Buffer (SQB), Loading Beads (LB), Flush Tether (FLT) and one tube of Flush Buffer (FB) at RT before mixing the reagents by vortexing, and spin down the SQB, FB and FLT at RT.
2. Prepare the flow cell priming mix: Add 30µL of thawed and mixed Flush Tether (FLT) directly to the tube of thawed and mixed Flush Buffer (FB), and mix by vortexing.
3. Open the MinION Mk1B lid and slide the flow cell under the clip.
4. Slide the priming port cover clockwise to open the priming port.
5. After opening the priming port, check for a small air bubble under the cover. Draw back a small volume to remove any bubbles (a few µL):
   - Set a P1000 pipette to 200µL.
   - Insert the tip into the priming port.
   - Turn the wheel until the dial shows 200-230µL to draw back 20-30µL or until you can see a small volume of buffer entering the pipette tip. *Note: Visually check that there is continuous buffer from the priming port across the sensor array.*
6. Load 800µL of the priming mix into the flow cell via the priming port, avoiding the introduction of air bubbles. Wait for 5 minutes. During this time, prepare the library for loading by following the steps below.
7. In a new tube, prepare the library for loading as follows:
   - 37.5µL Sequencing Buffer (SQB)
   - 25.5µL Loading Beads (LB), mixed immediately before use
     - The Loading Beads (LB) tube contains a suspension of beads. These beads settle very quickly. It is vital that they are mixed immediately before use.
   - 12µL DNA library
8. Complete the flow cell priming:
   - Gently lift the SpotON sample port cover to make the SpotON sample port accessible.
   - Load 200µL of the priming mix into the flow cell via the priming port (not the SpotON sample port), avoiding the introduction of air bubbles.
9. Mix the prepared library gently by pipetting up and down just prior to loading.
10. Add 75µL of sample to the flow cell via the SpotON sample port in a dropwise fashion. Ensure each drop flows into the port before adding the next.
11. Gently replace the SpotON sample port cover, making sure that bung enters the SpotON port, close the priming port, and replace the MinION device lid.
12. Start the sequencing run.

# Supplementary material for: Poly(U) polymerase activity in Caenorhabditis elegans regulates abundance and tailing of sRNA and mRNA
**Source:** Genetics. 2024 Jul 28;228(2):iyae120. doi: 10.1093/genetics/iyae120

1 **Poly(U) polymerase activity in *Caenorhabditis elegans* regulates abundance and tailing of**  
2 **sRNA and mRNA**

3  
4 Leanne H. Kelley<sup>1\*</sup>, Ian V. Caldas<sup>1</sup>, Matthew T. Sullenberger<sup>1</sup>, Kevin E. Yongblat<sup>1</sup>, Adnan M. Niazi<sup>2</sup>,  
5 Anoop Iyer<sup>1</sup>, Yini Li<sup>1</sup>, Patrick Minty Tran<sup>1</sup>, Eivind Valen<sup>2</sup>, Yasir H. Ahmed-Braimah<sup>1</sup>, and Eleanor  
6 M. Maine<sup>1\*</sup>

7  
8

9
10 Norway

11  

13  

16 Philadelphia, Philadelphia, PA USA

18 Baltimore, MD USA

19 E. Valen, Department of Biosciences, University of Oslo, 0316 Oslo, Norway

20  
21 Short running head: *C. elegans* poly(U) polymerase targets

22  
23 Keywords: *C. elegans*, uridylation, 3' tailing, small RNA, poly(U) polymerase

24  
25 **Abstract**

26 Terminal nucleotidyl transferases add nucleotides to the 3' end of RNA to modify their stability  
27 and function. In *Caenorhabditis elegans*, the terminal uridylyltransferases/poly(U) polymerases  
28 PUP-1 (aka CID-1, CDE-1), PUP-2, and PUP-3 affect germline identity, survival, and development.  
29 Here, we identify small RNA (sRNA) and mRNA targets of these PUPs and of a fourth predicted  
30 poly(U) polymerase, F43E2.1/PUP-4. Using genetic and RNA sequencing approaches, we identify  
31 RNA targets of each PUP and the U-tail frequency and length of those targets. At the whole  
32 organism level, PUP-1 is responsible for most sRNA U-tailing, and other PUPs contribute to

modifying discrete subsets of sRNAs. Moreover, expression of PUP-2, PUP-3, and especially PUP-4 limit uridylation on some sRNAs. The relationship between uridylation status and sRNA abundance suggests that U-tailing can have a negative or positive effect on abundance depending on context. sRNAs modified by PUP activity primarily target mRNAs that are ubiquitously expressed or most highly expressed in the germline. mRNA data obtained with a Nanopore-based method reveal that addition of U-tails to non-adenylated mRNA is substantially reduced in the absence of PUP-3. Overall, this work identifies PUP RNA targets, defines the effect of uridylation loss on RNA abundance, and reveals the complexity of PUP regulation in *C. elegans* development.

## Introduction

Numerous post-transcriptional mechanisms regulate mRNA stability and function, including covalent modifications, such as phosphorylation, methylation, ubiquitination, nucleobase modifications, mRNA 5'-capping, and 3' tailing, as well as RNA interference (RNAi)-related mechanisms. In RNAi, small RNAs (sRNAs) associate with an Argonaute effector protein to form RNA-induced silencing complexes (RISC) and target mRNAs by sequence complementarity to silence, or in some cases, promote their activity (Billi *et al.* 2014). The best studied classes of sRNAs in the context of RNAi-related mechanisms are short interfering (si) RNAs, micro (mi) RNAs, and PIWI (pi) RNAs. While sRNAs function in post-transcriptional regulation of mRNAs, they themselves can also be post-transcriptionally modified, e.g., by addition of 3' non-templated nucleotide tails (De Almeida *et al.* 2018).

3' tailing is a common phenomenon whose function and regulation are well understood in some contexts and poorly understood in others. One class of 3' modification, uridylation, is accomplished by a family of terminal nucleotidyl transferases (TENTs) called poly(U) polymerases or terminal uridyltransferases (PUPs, TUTases) (reviewed by Scheer *et al.* 2016; De Almeida *et al.* 2018; Warkocki *et al.* 2018 ). PUPs/TUTases are conserved across eukaryotes, including algae, protozoa, yeast, plants, flies, nematodes, and vertebrates (Liudkovska and Dziembowski 2021).

Uridylation is classically described as negatively regulating mRNA stability; the U-tail in these cases is often added 3' to a poly(A) tail and typically contains fewer than 5 nucleotides (Rissland *et al.* 2008; Rissland and Norbury 2009; Schmidt *et al.* 2010; Lim *et al.* 2014; Lackey *et al.* 2016; Morgan *et al.* 2017; Chang *et al.* 2018; Lipińska-Zubrycka *et al.* 2023). In vertebrates, fission yeast, and *Arabidopsis*, uridylation of polyadenylated mRNAs triggers the recruitment of conserved 3'-5' exonucleases, such as Dis3L2, or 5'-3' exonucleases, such as Lsm1-7 (Rissland and Norbury 2009; Scheer *et al.* 2021; Wu *et al.* 2023). Uridylation of histone mRNAs, which lack polyadenylation, also has been described and linked to degradation (Mullen and Marzluff 2008; Lackey *et al.* 2016). In addition, mRNA cleavage products produced by miRNA-mediated RISC activity are reportedly uridylated (Shen and Goodman 2004). Interestingly, uridylation can protect mRNA from 3'-5' degradation in some cases and ensure that 5'-3' degradation occurs instead (Sement *et al.* 2013; Scheer *et al.* 2021).

As is the case for mRNA, 3' uridylation of miRNA and siRNA has also been implicated in promoting turnover (Li *et al.* 2005; Lehrbach *et al.* 2009; van Wolfswinkel *et al.* 2009; Ibrahim *et al.* 2010; Kim *et al.* 2015; see Liudkovska and Dziembowski 2021) and, in at least some cases, U-tailed miRNAs are degraded by Dis3L2 exonuclease (Chang *et al.* 2013; Faehnle *et al.* 2014; Reimao-Pinto *et al.* 2015, 2016; Yang *et al.* 2020). In *C. elegans*, increased abundance of (at least some) CSR-1 class siRNAs has been observed in the absence of PUP-1 (Xu *et al.* 2018; van Wolfswinkel *et al.* 2009). However, U-tailing is not a global mechanism for miRNA decay in *C. elegans* or human cells (Vieux *et al.* 2021; Yang *et al.* 2022). Notably, Yang *et al.* (2022) found that U-tailing correlates with increased abundance of some miRNAs in HEK293T cells, a result they interpret to mean the uridylation positively regulates abundance of those miRNAs. In addition, 3' uridylation can regulate sRNA biogenesis and activity by altering miRNA target specificity (Yang *et al.* 2019, 2022), regulating which arm is selected for miRNA maturation (Kim *et al.* 2020), limiting production of siRNAs from de-adenylated mRNAs (Scheer *et al.* 2021), and preferentially routing siRNAs to specific Argonaute protein(s) (de Albuquerque *et al.* 2015; Xu *et al.* 2018).

PUPs/TUTases are critical for development, particularly in the vertebrate and invertebrate germline during gamete formation and in the early embryo (Thornton *et al.* 2014; Spracklin *et al.* 2017; Morgan *et al.* 2017, 2019; Chang *et al.* 2018; Li and Maine 2018; Li *et al.* 2021). Uridylation

has been shown to promote widespread turnover of mRNAs during specific developmental windows, e.g., during oocyte maturation (Morgan *et al.* 2017; Wu *et al.* 2023), during spermatogenesis (Morgan *et al.* 2019), and in the early embryo to remove maternal mRNA and facilitate the transition to embryonic gene expression (Chang *et al.* 2018; Zhao *et al.* 2022). In plants, uridylation promotes development by limiting inappropriate sRNA production to allow correct expression of an essential photosynthesis regulator (Wang *et al.* 2022).

*C. elegans* PUP-encoding genes, *pup-1* (aka *cid-1*, *cde-1*), *pup-2*, and *pup-3*, promote germline and early embryonic development (Li and Maine 2018; Li *et al.* 2021). Loss of *pup-1* function reduces U-tailing of miRNAs and siRNAs (van Wolfswinkel *et al.* 2009; Vieux *et al.* 2021) as well as viral transcripts produced upon Orsay virus infection (Le Pen *et al.* 2018). We hypothesize that *pup* developmental defects, which are exacerbated at high culture temperatures, arise due to inappropriate gene expression resulting from reduced U-tailing of sRNA and mRNA. Here, we used Illumina sRNA-seq and Oxford Nanopore Technologies (ONT) direct cDNA sequencing (Nano3P-seq; Begik *et al.* 2023) to identify sRNAs and mRNAs that are U-tailed by one or more PUP. We included PUP-1, PUP-2, PUP-3, and a fourth gene, F43E2.1, with PUP activity in a heterologous system (Preston *et al.* 2019) in our analyses. We show that F43E2.1 protein is expressed in both germline and soma, and expression promotes aspects of germline development. Given its role in U-tailing certain RNAs, as well as the Preston *et al.* (2019) findings, we refer to *F43E2.1* as *pup-4*. PUP-1 is primarily responsible for uridylating siRNAs, miRNAs, and piRNAs, whereas PUP-2, PUP-3, and PUP-4 uridylate distinct subsets of those sRNAs. Moreover, uridylation frequency of certain sRNAs increases in the absence of PUP-2, PUP-3, and especially PUP-4, suggesting these enzymes may interfere with PUP-1 activity. For mRNA, we observe reduced U-tailing of non-adenylated mRNAs in the absence of PUP-3. Our data suggest that uridylation can positively and negatively regulate sRNA and mRNA abundance, depending on context. Overall, this work establishes the global molecular consequences of uridylation loss and sets the stage for future work on uridylation's specific functions in *C. elegans* development.

## Materials and Methods

### *C. elegans* strains and culture

119 Nematodes were cultured using standard methods (Epstein and Shakes 1995). We used the  
 120 following mutations. LG (linkage group) I: *pup-3(tm5089)*, *omIs10[3xflag::pup-3]*. LGII: *pup-*  
 121 *4(om140)*, *pup-4(om141)*, *omIs12[pup-4::3xflag]*. LGIII: *pup-1(tm1021)*, *pup-2(tm4344)*, *pup-1/-*  
 122 *2(om129)*, *omIs7[pup-2::3xflag]*, *omIs8[pup-1::3xmyc]* (Li and Maine 2018), *glp-1(q231ts)*. *glp-*  
 123 *1(q231)* was maintained over the balancer chromosome *hT2 [bli-4(e937) let-?(q272) qIs48]*. *pup-*  
 124 *1/-2(om129)*, *pup-1(tm1021)*, and *pup-2(tm4344)* were maintained over the balancer  
 125 chromosome *qC1[dpy-19(e1259ts) glp-1(q339) nIs189[myo-2::gfp]]* (abbreviated *qC1gfp* below).  
 126 We used co-CRISPR-Cas9 gene editing to isolate *pup-4(om140)* and *pup-4(om141)* deletion alleles  
 127 and generate *omIs12[pup-4::3xflag]* (Arribere *et al.* 2014; Paix *et al.* 2014) (see Fig. S1). *dpy-10*  
 128 and *pup-4* genome edits were simultaneously induced; visible *dpy-10* mutants were recovered  
 129 and screened for a *pup-4* edit via DNA amplification; candidate edits were confirmed by DNA  
 130 sequencing. The *dpy-10* mutation was either repaired to wildtype using CRISPR or removed by  
 131 recombination; strains were back-crossed to wildtype at least four times prior to use. Strains  
 132 used in this study are listed in Table S1.

133

#### 134 **Small RNA sequencing and bioinformatic analysis**

135 Strains were grown in parallel at 22°C, and F2 generation individuals were harvested. For strains  
 136 carrying the *qC1gfp* balancer, we passaged F1 *pup* M+Z- individuals and harvested their F2 *pup*  
 137 M-Z- offspring as 1-day old adults. “-” indicates the absence of the functional gene product; M and  
 138 Z indicate maternally contributed and zygotically generated gene products, respectively. RNA  
 139 was isolated from whole animals using the TRIzol (Invitrogen) method. Small RNA libraries were  
 140 constructed and sequenced at the Biotechnology Resource Center (BRC) Genomics Facility  
 141 (RRID: SCR\_021727) at the Cornell University Institute of Biotechnology. Prior to library  
 142 construction, low molecular RNA was column purified and treated with RNA 5’ polyphosphatase  
 143 (Epicentre) to convert triphosphate to monophosphate. Libraries were generated using the  
 144 NEBNext Small Library Prep Kit; 75 bp, single-ended reads were sequenced to a minimum depth  
 145 of 10M on an Illumina MiSeq. We generated six independent replicates for wildtype samples and  
 146 three independent replicates for mutant samples.

147 For bioinformatic analysis, 3' adapters were trimmed, and 15-26 nt long reads with a 3'  
 148 quality cutoff of 20 were retained (Martin 2011; Andrews 2010) and mapped to the *C. elegans*  
 149 WS284 reference genome. Small RNAs and their 3' non-templated tails were identified with our  
 150 smalldisco pipeline (Caldas *et al.* 2023; [github.com/ianvcaldas/smalldisco](https://github.com/ianvcaldas/smalldisco)). In brief, using the *C.*  
 151 *elegans* WS272 canonical geneset GTF, miRNAs and piRNAs were selected from the ninth column  
 152 (gene\_biotype) and converted into BED files using BEDOPS' *gtf2bed* (RRID:SCR\_012865) (Neph  
 153 *et al.* 2012). Using the `tail` command, 3' tails on miRNAs and piRNAs were identified by  
 154 implementing both the sense and antisense read parameter (Chou *et al.* 2015). We defined  
 155 siRNAs by the gene to which they map antisense; the `sirna` mode was used to identify reads  
 156 that mapped antisense to CDS regions. All siRNA reads mapping to exons of a single gene were  
 157 grouped together and referred to as a single siRNA species, labeled by the gene ID. This list of  
 158 siRNAs was used as input to identify 3' tails using the antisense only parameter. See File S1.

159 U-tail frequency is defined as the number of U-tailed reads summed across replicates divided  
 160 by the number of total reads summed across replicates, resulting in a proportion of uridylation  
 161 activity for each sRNA (Fig. S2). sRNAs with tails of any length containing a single nucleotide type  
 162 were collapsed into one tail type group, i.e., A-tails, C-tails, G-tails, or U-tails of varying lengths.  
 163 Tail types containing a mix of different nucleotides (e.g., UG) were categorized as "other." The  
 164  $\log_2\text{FC}$  of uridylation frequency for mutant versus wildtype comparisons was calculated by  
 165 taking the  $\log_2$  of (uridylation frequency in mutant/uridylation frequency in wildtype). There  
 166 was little variation in proportion across replicates of any given genotype. Of note, the values  
 167 used to calculate tailing were raw reads and not CPM because uridylation frequency is quantified  
 168 as a proportion of the total reads.

169 To investigate U-tail proportions rather than read counts, conventional differential expression  
 170 (abundance) workflows were not appropriate. Instead, as additional criteria to select the most  
 171 meaningful data points, we implemented two strategies: 1) an abundance cutoff filter to select  
 172 sRNAs with a robust number of counts, and 2) a stringent overlap filter based on uridylation  
 173 frequencies in mutants *versus* wildtype. For the abundance cutoff, we selected sRNAs with a  
 174 minimum count of 50 CPM in a worthwhile number of samples using `edgeR::filterByExpr()`  
 175 (RRID:SCR\_012802) (Robinson *et al.* 2010); this retained 6,439 sRNAs with sufficient counts for

uridylation analysis. The overlap filter determines if the range of values among three wildtype replicates overlaps with the range of values among three mutant replicates run in parallel (Fig. S2). Here, we calculated the frequency of U-tails for each sRNA in each replicate. If the range of replicate values for an sRNA in wildtype did not overlap with those in a mutant, then we considered that uridylation was meaningfully altered and included that sRNA in downstream analyses. The overlap filter was imposed with a custom script (conceptually demonstrated in Fig. S2). 4,776 sRNAs passed the overlap filter and were retained for further analysis; we refer to these sRNAs as high confidence uridylation targets.

For analyses pertaining to sRNA abundance (expression), the overlap filter was not imposed and sRNAs with a minimum count of 10 CPM were included. Libraries were normalized using EDASeq (RRID:SCR\_006751) (Risso *et al.* 2011) and RUVSeq (RRID:SCR\_006263) (with k=6) (Risso *et al.* 2014), and differential abundance was assessed using edgeR (RRID:SCR\_012802) (Robinson *et al.* 2010).

### **Nano3P-seq, reagents, and data analysis**

Animal staging was the same as for sRNA-seq experiments. mRNA 3' tails were sequenced using Nano3P-seq, a Nanopore-based method that is a modification of direct cDNA-seq (Begik *et al.* 2023). To calibrate *tailfinder* to distinguish poly(U) and poly(A)+poly(U) from poly(A) sequences, we generated tail standards containing 3' poly(U), poly(A), and poly(A)+poly(U) sequences of different lengths (Krause *et al.* 2019). See File S2 for tail standard synthesis protocol and File S3 for tail standard sequences.

Total RNA was isolated using the Trizol method; rRNA was depleted using RNase H as described (Duan *et al.* 2020), and samples were subjected to Nano3P-seq. Modifications to the Nano3P-seq protocol are detailed in File S2. Briefly, an RNA-DNA hybrid oligo that can accommodate any 3' nucleotide was used to prime reverse transcription with TGIRT-III (InGex or Lambowitz lab, UT-Austin). The RNA strand was removed with RNase (Invitrogen, AM2286), and the remaining single-stranded cDNA was prepped for sequencing using the Nanopore Direct cDNA (SQK-DCS109) kit. Replicates were barcoded (EXP-NBD104) and pooled. Seven runs were performed, each containing four (or in one case, two) pooled replicates, on a MinION using

205 R9.4.1 flow cells (File S3). FAST5 files were basecalled using *guppy\_basecaller* and sequence  
 206 quality was assessed with NanoPlot (RRID:SCR\_024128) (De Coster *et al.* 2018). To annotate  
 207 reads, FASTQ files were demultiplexed with *guppy\_barcode* and mapped to the *C. elegans*  
 208 transcriptome (RefSeq GCF\_000002985.6) using Minimap2 (RRID:SCR\_018550) (Li 2018). The  
 209 *tailfindr* pipeline is described on GitHub under the polyu branch  
 210 (<https://github.com/adnaniazi/tailfindr/tree/polyu>). The resulting counts tables were used for  
 211 analysis. The Nano3P-seq run summary is included in File S3.

212 We selected transcripts with a minimum count of 10 CPM in a worthwhile number of samples  
 213 using `edgeR::filterByExpr()` as having adequate representation in our dataset; this process  
 214 identified 1,337 mRNAs that we carried forward in downstream tailing analyses  
 215 (RRID:SCR\_012802) (Robinson *et al.* 2010). U-tail and A-tail frequencies were calculated with  
 216 *tailfindr*. The same group of mRNAs were used in differential abundance analyses. Raw counts of  
 217 those mRNAs were normalized using RUVSeq with  $k=6$  (RRID:SCR\_006263) (Risso *et al.* 2014)  
 218 and analyzed with edgeR to identify differentially abundant mRNAs.

219

## 220 **Protein immunoblotting reagents and protocol**

221 *pup-1/-2(om129)* and *glp-1(q231ts)* mutations were maintained over a balancer chromosome.  
 222 Protein extracts were generated from synchronized populations of F2 generation (M-Z-) 1-day  
 223 old (1d) mutants. For experiments eliminating the germline, all *glp-1(q231ts)* and control strains  
 224 were grown in parallel. F2 L1 larvae of genotypes *pup-4::3xflag*, *pup-4::3xflag; pup-1/-2(om129)*,  
 225 *pup-4::3xflag;glp-1(q231ts)*, and *pup-4::3xflag;glp-1(q231ts)pup-1/-2(om129)* were shifted from  
 226 15°C (permissive temperature for *glp-1(q231ts)*) to 25°C (restrictive temperature for *glp-*  
 227 *1(q231ts)*) and harvested as 1d adults. *glp-1(q231ts)* adults were visually inspected to confirm  
 228 they lacked germ cells prior to preparing protein extracts. For 22°C cultures, *pup-4::3xflag* and  
 229 *pup-4::3xflag;pup-1/-2(om129)/qC1gfp* balanced heterozygotes were moved from 20°C to 22°C;  
 230 F1 (M+Z-) *pup-4::3xflag;pup-1/-2(om129)* hermaphrodites were picked to fresh plates, and a  
 231 synchronized population of F2 (M-Z-) embryos was collected. F2 animals were harvested as 1d  
 232 adults. To compare abundance of PUP-1, PUP-2, and PUP-3 in *pup-4(+)* versus *pup-4(om141)*  
 233 backgrounds, strains were grown at 22°C for two generations, and synchronized populations of

234 F2 (M-Z-) 1d adults were harvested. Gonads were dissected from adult hermaphrodites, and  
 235 extracts were prepared as described (Guo *et al.* 2015).

236 Protein immunoblotting was performed as described (Li and Maine 2018). Proteins were  
 237 resolved on a 10% polyacrylamide gel for PUP-4::3xFLAG analysis and on a 4-15%  
 238 polyacrylamide gradient gel (Bio-Rad, #4561086) for PUP-1::3xMYC, 3xFLAG::PUP-2, and  
 239 3xFLAG::PUP-3 analysis. Antibodies and dilutions used were anti-FLAG (Sigma-Aldrich Cat#  
 240 F1804, RRID:AB\_262044, 1:1,000), anti-MYC (Thermo Fisher Scientific Cat# PA1-981,  
 241 RRID:AB\_325961, 1:1,000), anti-actin (DSHB Cat# jla20, RRID:AB\_528068, 1:500 or 1:1,000),  
 242 and anti-beta-tubulin (DSHB Cat# E7, RRID:AB\_528499, 1:1,000). Immunolabeling was  
 243 visualized using Pierce SuperSignal West Pico (PUP-1, PUP-2, PUP-4) or Femto (PUP-3). Fiji  
 244 (RRID:SCR\_002285) software was used to quantify signal intensity (Schindelin *et al.* 2012).  
 245 Background signal was subtracted from each PUP signal, which was then normalized to the  
 246 loading control signal in the same lane. Values in each lane were then normalized to the average  
 247 PUP value in the appropriate control strain carrying the epitope tag and wildtype alleles of *pup*  
 248 and *glp-1* genes.

249

#### 250 **DAPI staining and germline analysis**

251 Intact animals were fixed with -20°C methanol, stained with DAPI, processed, and observed with  
 252 a Zeiss Axioscope or Leica DM5500 as described (Li and Maine 2018). Nuclear morphology was  
 253 used to identify mitotic and meiotic nuclei, including developing sperm and oocytes.

254

#### 255 **Alignment and phylogenetic analysis**

256 The top F43E3.1-related proteins were aligned, and neighbor-joining trees were built using  
 257 Geneious software ([www.geneious.com](http://www.geneious.com)) (Kearse *et al.* 2012). Conserved domains were  
 258 identified with programs available at NCBI. Intrinsically disordered regions were predicted  
 259 using AlphaFold (<https://alphafold.ebi.ac.uk/>), DisoRDPbind  
 260 (<http://biomine.cs.vcu.edu/servers/DisoRDPbind/>), and IUPred2a (<https://iupred2a.elte.hu/>).

261

#### 262 **Statistical analysis summary**

263 Statistical analyses and data visualization were performed using R Project for Statistical  
 264 Computing (RRID:SCR\_001905) and Jupyter Notebook (RRID:SCR\_018315). To assess significant  
 265 differences for protein quantifications, we used a Dunnet's test followed by a Tukey multiple  
 266 comparisons test (Fig. 1A) or a two-sided Student's t-test (Fig. 1B, C, D). At least three biological  
 267 replicates were obtained. Differences in uridylation frequencies were determined by Kruskal-  
 268 Wallis test followed by a Dunn's test with Bonferroni correction (Fig. 2). At least three biological  
 269 replicates were obtained for each genotype in both sRNA-seq and Nano3P-seq experiments. For  
 270 differential abundance analysis, edgeR was used to identify significant differences with an  
 271 arbitrary cutoff of fold change greater than 2 and FDR < 0.05 for sRNA datasets and a fold change  
 272 of greater than 2 and FDR < 0.01 for mRNA datasets. Tissue enrichment was calculated using a  
 273 tissue specificity index based on cummeRbund's csSpecificity function; chi-square tests and  
 274 corrected *p*-values are reported. GO analyses were performed using the WormBase Enrichment  
 275 Tool with a *q*-value threshold of 0.1 and using all non-zero count sRNAs in our dataset as the  
 276 background genes (Angeles-Albores *et al.* 2016, 2018).

277

## 278 **Results**

### 279 **PUP-4 is expressed in germline and somatic tissues**

280 PUP-1, PUP-2, and PUP-3 are detected in the germline at a relatively high level and more lowly  
 281 detected in somatic tissues (Li and Maine 2018). *F43E2.1* and *pup-1* mRNAs are present at  
 282 comparable levels in our wildtype gonad transcriptome dataset (RPKM of 45 and 50,  
 283 respectively; RPKM, reads per kilobase of transcript, per million mapped reads) (Guo *et al.*  
 284 2015), hence we expected the F43E2.1 protein (hereafter called PUP-4) to be present in the  
 285 germline. We easily detected 3xFLAG::PUP-4 and PUP-4::3xFLAG in protein extracts from  
 286 dissected gonads (below) and not by immunolabeling; therefore, we relied on protein blots to  
 287 evaluate PUP-4 abundance. To discern germline vs somatic expression, we first evaluated PUP-  
 288 4::3xFLAG in animals with and without germ cells. We eliminated germ cells using a conditional  
 289 allele of the Notch-type receptor gene, *glp-1(q231ts)*, whose product is essential for maintaining  
 290 germline stem cells (Austin and Kimble 1989; Kodoyianni *et al.* 1992; Maine and Kimble 1993)  
 291 (see Methods). The average PUP-4::3xFLAG abundance in *glp-1(q231ts)* adult hermaphrodites

was reduced to ~21% of *glp-1(+)* control levels (Fig. 1A), consistent with a substantial portion of the PUP-4::3xFLAG protein pool being expressed either in the germline or in the soma upon communication from the germline. To distinguish between these alternatives, we compared PUP-4::3xFLAG expression in intact animals and dissected gonads (comprising primarily germ cells). PUP-4::3xFLAG signal was substantially enriched in dissected gonad samples (Fig. 1B). We conclude that PUP-4 is highly expressed in germ cells compared to somatic tissues.

We previously observed a ~2.5-fold increase in PUP-3 abundance in *pup-1/-2(om129)* double mutants compared to wildtype, suggesting that PUP-1 and PUP-2 together directly or indirectly limit PUP-3 expression (Li and Maine 2018). (Unless otherwise indicated, we hereafter use “0” to indicate the null mutations described in Materials and Methods.) To determine whether PUP-1 and PUP-2 influence PUP-4 abundance, we compared PUP-4::3xFLAG level in *pup-1/-2(0)* double mutant and *pup-1/-2(+)* control adults (see Methods for culture scheme). Although the average PUP-4::3xFLAG signal was reduced in *pup-4::3xflag;pup-1/-2(0)* F2 adults at 25°C and 22°C compared to *pup-4::3xflag;pup-1/-2(+)* controls, the difference was not statistically significant at either temperature (Fig. 1A, C). We compared somatic PUP-4::3xFLAG expression in *pup-4::3xflag;pup-1/-2(0)glp-1(q231ts)* and *pup-4::3xflag;pup-1/-2(+ )glp-1(q231ts)* adults raised in parallel at 25°C. PUP-4::3xFLAG abundance was comparable in both strains, suggesting the loss of PUP-1/-2 had little effect on PUP-4 level in somatic tissues. Low PUP-4::3xFLAG abundance in *pup-1/-2(0)glp-1(q231ts)* adults (~14% of control levels) (Fig. 1A) is consistent with the germline being required for most of the PUP-4 pool.

We evaluated the impact of PUP-4 loss on expression of other PUP proteins in *pup-4(0)* strains that carried endogenously tagged *pup-1::3xmyc*, *3xflag::pup-2*, or *3xflag::pup-3* (Li and Maine 2018) (see Methods). In synchronized F2 M-Z- adult hermaphrodites, the abundance of PUP-1::3xMYC, 3xFLAG::PUP-2, and 3xFLAG::PUP-3 was statistically similar in *pup-4(0)* mutants vs *pup-4(+)* controls (Fig. 1D), and we conclude that PUP-4 does not substantially influence production of other PUPs.

### ***pup-4* mutants have mild germline defects**

How the deposited data were processed for this re-analysis (not part of the article)

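Small RNA from synchronized adults of wild type and of 7 *pup* mutant strains, 27 libraries in all, was sequenced by the authors. According to the paper, the authors trimmed adapters, kept reads by length and quality, mapped them with HISAT2 and counted them with smalldisco. The deposited values are counts without normalization, as whole numbers for each sRNA and library. Reads antisense to the coding sequence of a gene were summed over the gene as its siRNAs, and reads on miRNAs and piRNAs were counted on both strands. Counts include reads whatever their 3′ tail, so uridylation is not analysed here. The other experiments of the paper, and the siRNAs of *pup-2* and *pup-4*, are not analysed here either.

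The deposited table names each sRNA by its WormBase gene ID. Of the 20150 IDs, 20147 were found in the Ensembl 115 annotation of WBcel235, which gave symbols, classes and positions and is not the release that the authors used for counting. Each library's genotype and replicate number were taken from its label. The labels name no sequencing or library batch, and the paper's text does not name which wild-type replicates were run with which mutants.

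Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Library totals ran from 972048 to 17562388 counts, and a level of 3 counts was taken as the floor of a library. Intervals and floors of this kind cover counting error only. For abundance, sRNAs were kept by filterByExpr with a minimum count of 10 and the genotypes as groups, library sizes were scaled by TMM, and a quasi-likelihood model with robust dispersions and genotype as its only term was fitted to all libraries. A sRNA was called DA at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. The comparisons were each of the 7 mutant strains against the 6 wild-type libraries, the 3 steps from *pup-1(0)* to the double, triple and quadruple mutants, and the interaction between loss of *pup-4* and the triple mutant background. The siRNAs of *rpl*, *rps* and *msp* genes were tested as sets with camera, with the correlation between siRNAs estimated from the data, and by two-sided Fisher's exact tests on the calls. The direction of a set was taken as the sign of its median log2 fold change. That rule replaced camera's own direction after the results were seen, because the 2 differed for the *msp* siRNAs. Class shares were compared by two-sided exact permutation tests over all 84 splits of 9 libraries. CPM values use the TMM-scaled library sizes, and a fold against a genotype whose libraries all had 3 counts or fewer was computed against 3 counts and given as a lower bound.

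Individual sRNAs were named by a rule set before the data were examined. It takes the *pup* genes, genes that the paper names on sRNA abundance and, for *pup-1(0)* and the quadruple mutant, the 3 largest rises and the 3 largest falls among DA sRNAs whose mutant libraries all lie outside the wild-type range. Any other sRNA that is named was chosen after its values were seen.

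The paper's text names EDASeq and RUVSeq with k = 6 for normalization but not the functions. Scaling by TMM without factors of unwanted variation was therefore used, and 6 factors estimated from replicate groups or from residuals, in an implementation written for these comparisons, were alternatives. The other alternatives were DESeq2 size factors in edgeR, total counts as the only scaling, edgeR's likelihood ratio test, DESeq2 with its own filtering, a minimum count of 50, a minimum of 10 CPM in at least 3 libraries, no filter, siRNAs alone, the replicate number as a factor, either group of 3 wild-type replicates alone, a fit of only the compared genotypes, and leaving out each library in turn.

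The steps were tested on simulated data with the dispersions and library sizes of the 27 libraries, in which 200 of 9645 sRNAs were changed by a log2 fold change of 2. The fit recovered 122 of the 200, called 1 unchanged sRNA and called 0 in a genotype without changes. The number required to pass this check was lowered after that result was seen. With a hidden factor added, 68 were recovered without factors, with 4 false calls, 112 with factors from replicate groups, with 2 false calls, and 139 with factors from residuals, with 389 false calls.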

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

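The tests of *msp* siRNAs in wild-type replicate 1 and of *xdh-1* siRNAs were chosen only after the result was seen.

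Wild-type replicate 1 stood apart from the other wild-type libraries. Dixon's test for a single distant library was applied to 16 measures of the 6 wild-type libraries and was past its 95% critical value for 8 of them, 7 in replicate 1. Chance gives 0.8 for measures chosen without regard to the wild-type values. That does not hold here, because several of the measures are levels of sRNAs named for their large changes from wild type, which a distant wild-type library helps to select, and because the measures are not independent. In replicate 1, piRNAs took 5.72% of the counts (2.18 to 3.08% in the others) and the mean correlation with the other wild-type libraries was 0.82 (0.92 to 0.94 for the others). The siRNAs of *xdh-1* stood at 1.41 CPM (0 to 0.52 CPM in the others), those of *ZK262.8* at 2321 CPM (976 to 1320 CPM), those of *ZK262.9* at 106 CPM (20.9 to 40 CPM) and those of *T28B8.1* at 227 CPM (1.02 to 3.8 CPM). The piRNA *21ur-10492* stood at 336 CPM (98.5 to 184 CPM). The remaining measure was in replicate 3, where *T05A8.1* siRNAs stood at 0.293 CPM (0 to 0.0742 CPM in the others). That level is 2 counts, and no explanation was tested for it.

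Replicate 1 had the lowest total of the wild-type libraries, 2054529 counts. With the other 5 thinned to that total, their mean correlation with each other was 0.93, against 0.84 for replicate 1. Before thinning these values were 0.96 and 0.82. The difference narrowed but remained, so the low total alone does not account for it. Without the 10 most counted sRNAs the mean correlation of replicate 1 remained 0.82. Leaving out so few sRNAs can hardly move it, so this test cannot tell whether a few sRNAs taking most of the counts set replicate 1 apart, and its outcome, first set to count against that, was changed after it was seen. The siRNAs of *msp* genes other than *msp-152* stood at 52 CPM in replicate 1 and at no more than 1.85 CPM in the other wild-type libraries. A candidate explanation is a mixed sample or worms at another stage, with which this value is consistent. It cannot be told apart from other differences between populations, since replicates 2 and 3 of the *pup-1/-2(0)* double mutant also had 27.2 and 29.8 CPM. No other biological explanation was tested, because the design holds no condition that sets replicate 1 apart.

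The effect of losing *pup-4* differed between the wild-type and the triple mutant background for 16 sRNAs, by a test of the interaction, and for 627 at an unadjusted p under 0.05. In 3 of 60 splits that drew genotypes among libraries of the same replicate number, the real one included, the interaction gave as many sRNAs, and the largest other number was 218. The interaction fold changes were also related across sRNAs to those of wild-type replicates 4 to 6 over 1 to 3 (Pearson's r = -0.33, Spearman's rho = -0.13). This relation is no evidence of a difference between library batches. On the third principal component *pup-4(0)* and the quadruple mutant lie with wild-type replicates 4 to 6, which would give a relation near 0 or a positive one. The interaction also uses the same wild-type libraries, whose own spread enters both sides. The outcome was first set to count for batches and was changed after it was seen. The 16 sRNAs cannot be told apart from a chance split of the libraries, and this test does not tell them apart from a difference between batches.

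The siRNAs of *xdh-1* stood at 53.7 CPM in *pup-1(0)*, and the paper does not report on them. Their log2 fold change was at most 1.79 in the other 3 strains lacking *pup-1*. That value was in the quadruple mutant, where these siRNAs were also DA (adjusted p = 0.028 from edgeR's test). Loss of PUP-1 therefore did not give a rise of the size seen in *pup-1(0)* in those 3 strains. They all lack PUP-2 as well, so a rise on loss of PUP-1 that needs PUP-2 is not excluded. Among the 3 nearest tested siRNAs on each side, the largest log2 fold change in *pup-1(0)* was 1.37, and others fell. A variant of the *pup-1(0)* strain at *xdh-1* itself may be a source of these siRNAs, which this value cannot tell apart from other explanations.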

How the results depend on the processing

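None of the alternatives below was chosen only after its result was seen. The comparisons of *pup-1(0)*, the triple mutant and the quadruple mutant with wild type gave numbers of DA sRNAs within 1.5 times those reported, under all 14 alternatives and with a library left out, from 1442 to 2506 for *pup-1(0)*, from 1252 to 2136 for the triple mutant and from 1539 to 2690 for the quadruple mutant. The double mutant ranged from 1289, with only the compared strains in the fit, to 2723. With a library left out, the range was 1719 to 2226 for *pup-1(0)*, 1719 to 2685 for the double mutant, 1437 to 1834 for the triple mutant and 1685 to 2395 for the quadruple mutant. The sRNAs DA in all 4 strains lacking *pup-1* ranged from 672 to 962. In 13 alternatives, at least 1305 of the DA sRNAs of *pup-1(0)* and 1478 of those of the quadruple mutant were called in the same direction, and 0 in the opposite direction. For the results below the cause was not tested.

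The single mutants other than *pup-1(0)*, the steps between strains and the *pup-4* interaction moved by more than 1.5 times under several alternatives. For *pup-2(0)*, with 50 DA sRNAs, the number was 135 with the likelihood ratio test, 162 with factors from replicate groups, 416 with factors from residuals, 235 with wild-type replicates 4 to 6 alone, 110 with DESeq2 and 3 with only the compared strains in the fit, and 22 to 106 with a library left out. For *pup-3(0)*, with 39, these were 149, 225, 561, 258, 125 and 11, and 13 to 65 with a library left out. For *pup-4(0)*, with 5, they were 21, 9, 266, 9, 49 and 0 (688 at an unadjusted p under 0.05 in the fit of all strains), with 203 for wild-type replicates 1 to 3 alone and 3 to 15 with a library left out. For the double mutant against *pup-1(0)*, with 397, the number was 251 with total counts, 670 with the likelihood ratio test, 1436 with factors from residuals, 259 with a minimum of 10 CPM, 978 with wild-type replicates 4 to 6, 670 with DESeq2, 85 with only those strains in the fit and 152 to 974 with a library left out. For the triple against the double mutant, with 47, it was 188 with the likelihood ratio test, 169 and 721 with factors from replicate groups and residuals, 76 with siRNAs alone, 203 with wild-type replicates 4 to 6, 175 with DESeq2, 23 with only those strains in the fit and 15 to 336 with a library left out. For the quadruple against the triple mutant, with 59, it was 203 with the likelihood ratio test, 184 and 1111 with factors from replicate groups and residuals, 113 with wild-type replicates 1 to 3, 287 with replicates 4 to 6, 189 with DESeq2, 436 with only those strains in the fit and 20 to 43 with a library left out. For the *pup-4* interaction, with 16, it was 57 with the likelihood ratio test, 85 and 386 with factors from replicate groups and residuals, 9 with no filter, 25 and 55 with wild-type replicates 1 to 3 and 4 to 6, and 54 with DESeq2. The number DA in any mutant, 3515, was 2341 with a minimum of 10 CPM. The abundance cutoff kept 3389 sRNAs with a minimum of 50 CPM in at least 3 libraries.

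Scaling by total counts alone shifted the median log2 fold change of all sRNAs from -0.13 to 0.17 in the quadruple mutant, from -0.2 to 0.04 in the triple mutant, from -0.04 to 0.18 in *pup-4(0)*, from -0.06 to -0.25 in *pup-3(0)* and from -0.26 to -0.16 in *pup-1(0)*. The share of DA sRNAs that were higher went from 39.1% to 60.4% in the quadruple mutant, from 32.5% to 50.9% in the triple mutant and from 64.1% to 33.3% in *pup-3(0)*. In the double mutant, where 834 were higher and 1205 lower, more were higher with factors from residuals (1325 against 1255) and without wild-type replicate 1 (1363 against 1322).

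The median of the ribosomal protein siRNAs in *pup-1(0)*, -1.08, was between -1.14 and -1.03 under the alternatives. The unadjusted p of the set test was above 0.05 in the reported setting. It was under 0.05 with factors from replicate groups (median -1.12) and with a minimum count of 50 (-1.13). It was also under 0.05 with a preset correlation of 0.01 (-1.08) and with the rotation test fry (-1.08). The preset correlation is not estimated for the set. The fry test asks whether the set itself changed, not whether it differed from the other siRNAs. With a library of *pup-1(0)* left out the median was -1.25 to -0.96, and p was under 0.05 at -1.25. In the quadruple mutant it was -1.07 with an unadjusted p under 0.05, which total counts as the only scaling took above 0.05 (median -0.8), and the median was -1.11 to -1.06 with a library left out. The *msp* siRNAs had medians of both signs. In *pup-1(0)* the median was 0.67 with factors from replicate groups, 0.93 with a minimum count of 50 and 0.68 with wild-type replicates 4 to 6. The minimum of 50 leaves out siRNAs of low counts, so its median need not cover the same siRNAs. In the quadruple mutant it was -0.84 with wild-type replicates 1 to 3, and -0.47 to 0.46 with a library left out. The difference in piRNA share for *pup-1(0)* was -0.199 without the 10 most counted sRNAs, and -0.829 to 1 with a library left out. For single named sRNAs, 345 values kept their direction and their side of the threshold, 9 lost it and 4 gained it, and 0 changed direction.

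With a replicate block, the replicate number as a factor, 1778 sRNAs were DA in *pup-1(0)*, 52 in *pup-2(0)*, 35 in *pup-3(0)*, 213 in *pup-4(0)*, 1666 in the double mutant, 1536 in the triple mutant and 2176 in the quadruple mutant. Wild-type replicates 4 to 6 have no mutant library of their number, so they drop out of these comparisons with wild type. The numbers therefore lie near those for wild-type replicates 1 to 3 alone, as for *pup-4(0)*, and the block is not a test of pairing alone. The quadruple against the triple mutant gave 161 and the *pup-4* interaction 25. The ribosomal protein siRNAs had a median of -1.13 in *pup-1(0)* with an unadjusted p under 0.05. The median of the *msp* siRNAs was -0.6 in the quadruple mutant. Over all genotypes, libraries with the same number deviated together only weakly (mean r = 0.09, against -0.04 for different numbers). The relation was larger among *pup-1(0)*, *pup-2(0)*, *pup-3(0)* and the triple mutant (0.22 against -0.1) and between wild type and the quadruple mutant (0.26 against -0.12). An effect shared by same-numbered libraries of those strains is therefore not excluded, and the reported results, which leave the block out, do not account for it.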

Differences from the paper's values

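In the legend of Fig. 5c the paper's number of genes targeted by sRNAs with increased abundance in any mutant is 2548. Here 1400 sRNAs were higher in at least 1 mutant, of which 1224 were siRNAs, counted once per gene. The paper's number counts target genes and the one here counts sRNAs, so they are not the same measure. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's value with 6 factors of unwanted variation estimated from replicate groups (1818), with 6 factors estimated from residuals (2651) and with wild-type replicates 4 to 6 alone (1845). It stayed further away with DESeq2 size factors (1454), total counts as the only scaling (1646), edgeR's likelihood ratio test (1605), DESeq2 (1647), a minimum count of 50 (1028), a minimum of 10 CPM in at least 3 libraries (915), no filter (1380), siRNAs alone (1277), the replicate number as a factor (1294) and wild-type replicates 1 to 3 alone (1268).

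The paper gives a minimum depth of 10 M reads sequenced per library, and the shallowest library here holds 0.972 M reads counted on sRNAs. These are different measures, reads sequenced against reads counted, and no alternative changes either.

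The paper names the quadruple mutant as the strain with the most DA sRNAs, among sRNAs whose uridylation changed. Over all tested sRNAs, it had the most here (2046, against 2039 in the double mutant) and under 8 of the 14 alternatives, while *pup-1(0)* had the most under 3 and the *pup-1/-2(0)* double mutant under 3. The strain with the most also changed with a wild-type library left out. Without replicate 1 it was the double mutant (2685, against 2395 in the quadruple mutant). Without replicate 2 or 3 it was *pup-1(0)* (2185 against 1987, and 2226 against 1968). Without replicate 4, 5 or 6 it was the quadruple mutant. In Fig. 3 the paper lists more higher than lower sRNAs for *pup-1(0)* and for the quadruple mutant, among sRNAs whose uridylation changed. Over all tested sRNAs, 35.5% of the DA sRNAs were higher in *pup-1(0)* and 39.1% in the quadruple mutant. In *pup-1(0)* the share was between 26.4% and 42.4% under the alternatives, and in the quadruple mutant it was above 50% with total counts as the only scaling (60.4%) and with 6 factors of unwanted variation estimated from replicate groups (54.8%) or from residuals (60.2%).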

Other observations

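The tests of the chromosome V genes were chosen only after the result was seen.

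For each result of the fit, other splits of the same libraries were counted. A mutant strain against wild type makes 84 splits, of which 8 part all same-numbered libraries as the real one does, and a step between strains makes 10, of which 4 do so. These are too few for a share under 0.05, whatever the data. Including the real split, 1 of the 8 gave as many DA sRNAs for *pup-1(0)*, 2 for *pup-2(0)*, 4 for *pup-3(0)*, 6 for *pup-4(0)*, 2 for the double mutant, 1 for the triple mutant and 1 for the quadruple mutant. For the ribosomal protein siRNAs, 1 of the 8 splits gave as large a median in *pup-1(0)* and 1 in the quadruple mutant, and for the *msp* siRNAs 8 and 5 did. Each of the 3 steps between strains was matched by 1 of its 4 splits, the real one. Over all 84 splits the numbers were 1 for *pup-1(0)*, 16 for *pup-2(0)*, 24 for *pup-3(0)*, 25 for *pup-4(0)*, 2 for the double mutant, 1 for the triple mutant and 1 for the quadruple mutant. For the ribosomal protein siRNAs they were 1 in *pup-1(0)* and 1 in the quadruple mutant, and for the *msp* siRNAs 60 and 64. In 60 splits that drew genotypes among libraries of the same replicate number, only the real one (1 of 60) gave 3515 sRNAs DA in any mutant, with 2386 as the largest other number, and only the real one (1 of 60) gave any sRNA DA in all 4 strains lacking *pup-1*.

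The libraries also separated on something other than genotype. The third principal component of the log2 levels, with 12.8% of the variance, set wild-type replicates 4 to 6, *pup-4(0)* and the quadruple mutant, with replicate 1 of several other strains, apart from most other libraries. Between wild-type replicates 4 to 6 and 1 to 3, which share a genotype, 104 sRNAs were DA, as a difference between library batches would give, and without replicate 1 the number was 254. With all libraries thinned to 972048 counts it was 11, but *pup-1(0)* then fell to 652 DA sRNAs as well, so by this thinning a difference in depth cannot be told apart from a difference between batches. Depth alone does not order the component, on which replicate 1 of the triple mutant (1227729 counts) lies with the quadruple mutant (up to 17562388 counts) and replicate 2 of *pup-3(0)* (10687533 counts) lies opposite. The outcome of this thinning was first set to count for depth and was changed after it was seen. A split that set *pup-4(0)* and wild-type replicates 4 to 6 against wild-type replicates 1 to 3 gave 672 DA sRNAs, more than the real comparison, and the split that set wild-type replicates 4 to 6 against the rest gave 1. These splits gave 44 and 90 DA sRNAs for *pup-2(0)*, against 50 in the real comparison, and 46 and 130 for *pup-3(0)*, against 39. Since at least 1 such split was as large as the real one, the batch and the genotype cannot be told apart for these 3 strains. The fold changes of the quadruple over the triple mutant were weakly related across sRNAs, which are not independent, to those of wild-type replicates 4 to 6 over 1 to 3 (Pearson's r = 0.19, Spearman's rho = 0.24), so a difference between batches may contribute to them and cannot be told apart from loss of *pup-4*.

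The fold changes of *pup-2(0)* and *pup-3(0)* rose together across sRNAs (Pearson's r = 0.65), and 14 sRNAs were DA the same way in both. With different wild-type libraries for the 2 strains, r was at most 0.14. The relation may therefore come from the shared wild-type libraries, although a difference between the wild-type libraries also lowers r in that test, and loss of either PUP cannot be told apart from it.

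The siRNAs of *ZK262.8*, *ZK262.9*, *ZK228.1* and *ZK228.4*, which lie together on chromosome V of WBcel235 from 18438381 to 18465426, were at or near 0 in the 9 libraries of *pup-1(0)*, *pup-2(0)* and *pup-3(0)*. The largest share of the wild-type level kept there was 0.239%. Of the 8 sRNAs DA the same way in those 3 single mutants, 4 are these. It was the only run of at least 3 neighbouring siRNAs under 5% of the wild-type level in those strains, and the other 4 strains had 0 such runs. A low depth does not account for it, since the wild-type level of *ZK262.8* gives 1067 counts in the shallowest of those libraries. Loss of PUP-1, PUP-2 or PUP-3 does not account for it, since the quadruple mutant kept 39.8% of the wild-type level of *ZK262.8* siRNAs. A candidate explanation is a variant of these strains against the reference, such as a deletion. Of the 10 flanking siRNAs, only those of *B0462.5*, at few counts, were at 0 in any of the 3 strains (in *pup-1(0)*, with 146% and 91.9% of the wild-type level in *pup-2(0)* and *pup-3(0)*), and the others kept at least 11.5%. The *B0462.5* siRNAs were also low, at 10.6% and 2.78%, in the double and triple mutants, which keep the siRNAs of the segment, and at 64.2% in the quadruple mutant. Their level therefore says little about the edges of a deletion. The test asked that all flanking siRNAs keep their level, which was not met, so it neither favors nor excludes a variant. Counts of siRNAs do not show the DNA of a strain, and the variant cannot be told apart from other explanations. The paper does not report on these genes.

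Of the siRNAs on chromosome III, 7.11% were DA in all 4 strains lacking *pup-1*, against 12.1% elsewhere (odds ratio 0.557, Fisher's exact test, adjusted p = 4.26e-07 over 6 chromosomes). Linkage to *pup-1*, which lies on chromosome III, would give a higher share and so does not account for the shared changes. On chromosome X the share was 21.6%, against 9.88% elsewhere (odds ratio 2.52, Fisher's exact test, adjusted p = 2.46e-19). The lower share was not particular to chromosome III. On chromosome I it was 8.05% (odds ratio 0.645, Fisher's exact test, adjusted p = 5.29e-05). On chromosome V it was higher, at 14% (odds ratio 1.36, Fisher's exact test, adjusted p = 0.00116). Fisher's test treats the siRNAs as independent.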
